# R-spondin 2 promotes acetylcholine receptor clustering at the neuromuscular junction via Lgr5

**DOI:** 10.1038/srep28512

**Published:** 2016-06-22

**Authors:** Hiroaki Nakashima, Bisei Ohkawara, Shinsuke Ishigaki, Takayasu Fukudome, Kenyu Ito, Mikito Tsushima, Hiroyuki Konishi, Tatsuya Okuno, Toshiro Yoshimura, Mikako Ito, Akio Masuda, Gen Sobue, Hiroshi Kiyama, Naoki Ishiguro, Kinji Ohno

## Abstract

At the neuromuscular junction (NMJ), acetylcholine receptor (AChR) clustering is mediated by spinal motor neuron (SMN)-derived agrin and its receptors on the muscle, the low-density lipoprotein receptor-related protein 4 (LRP4) and muscle-specific receptor tyrosine kinase (MuSK). Additionally, AChR clustering is mediated by the components of the Wnt pathway. Laser capture microdissection of SMNs revealed that a secreted activator of Wnt signaling, R-spondin 2 (Rspo2), is highly expressed in SMNs. We found that Rspo2 is enriched at the NMJ, and that Rspo2 induces MuSK phosphorylation and AChR clustering. Rspo2 requires Wnt ligands, but not agrin, for promoting AChR clustering in cultured myotubes. Leucine-rich repeat-containing G-protein coupled receptor 5 (Lgr5), an Rspo2 receptor, is also accumulated at the NMJ, and is associated with MuSK via LRP4. Lgr5 is required for Rspo2-mediated AChR clustering in myotubes. In *Rspo2*-knockout mice, the number and density of AChRs at the NMJ are reduced. The *Rspo2*-knockout diaphragm has an altered ultrastructure with widened synaptic clefts and sparse synaptic vesicles. Frequency of miniature endplate currents is markedly reduced in *Rspo2*-knockout mice. To conclude, we demonstrate that Rspo2 and its receptor Lgr5 are Wnt-dependent and agrin-independent regulators of AChR clustering at the NMJ.

The neuromuscular junction (NMJ) is the synapse that is formed between a spinal motor neuron (SMN) and the skeletal muscle. Contraction of the skeletal muscle is controlled by the neurotransmitter acetylcholine (ACh), which is released from the motor nerve terminal. To achieve efficient neuromuscular transmission, acetylcholine receptors (AChRs) at the muscle endplate must be densely clustered within the postsynaptic membrane of the NMJ in direct apposition to the presynaptic active zones^1^,^2^,^3^. AChR clustering is mediated by the SMN-derived agrin^4^,^5^,^6^. Agrin binds to the low-density lipoprotein receptor-related protein 4 (LRP4) on the postsynaptic membrane and it phosphorylates the muscle-specific receptor tyrosine kinase (MuSK)^7^,^8^, which leads to the facilitation of AChR clustering through a scaffold composed of the subsynaptic structural protein rapsyn^9^,^10^. At an early stage of development, prepatterned AChR clusters around the center of muscle fibers are induced by the components of Wnt signaling^11^,^12^. Agrin has no homologue in Drosophila, and the Wnt homologue wingless solely induces the growth of the larval NMJ^13^. In zebrafish and mice, knockout/knockdown of Wnt ligands^14^,^15^,^16^, dishevelled (Dvl)^15^,^16^ and β-catenin^17^,^18^,^19^, demonstrate that these molecules regulate the positioning of AChR clusters. β-catenin promotes AChR clustering by directly associating with AChR^20^. Similarly, other intracellular Wnt signaling components, such as Dvl and casein kinase 2, regulate AChR clustering in cultured myotubes^21^,^22^. In general, the strictly regulated expression of secreted antagonists including Dickkopf (Dkk) and secreted frizzled-related protein (Sfrps) and agonists such as R-spondins (Rspos) and Norrin enable the fine spatiotemporal modulation of Wnt signaling^23^,^24^. For example, the Wnt antagonist Sfrp1 is induced by denervation at rat NMJs, and it suppresses Wnt signaling to disperse AChR clusters^24^. However, no agonist of the Wnt signaling pathway is known to work on the NMJ formation.

Four secreted Rspos have unique Wnt-enhancing abilities, and their expression patterns are tightly regulated in a tissue- and developmental-stage–specific manner. A cell surface binding assay^25^, a co-immunoprecipitation assay^26^, and a high resolution crystal structure^27^ showed that Rspo2 directly binds to the leucine-rich-repeat–containing G-protein coupled receptor (Lgr) 4 and 5; its binding activates the Wnt receptors (Frizzled and LRP6) on the cell membrane^28^,^29^,^30^,^31^,^32^,^33^. Rspo2 is involved in the development of several tissues. Rspo2 is required for the development of the larynx, trachea, and lung^34^. In addition, Rspo2 can regulate early muscle differentiation^35^. Expression of Rspo family proteins in the brain was previously reported using *in situ* hybridization^36^; however, the function of Rspo proteins in the neural and neuromuscular networks remains to be elucidated. Here we report that a secreted protein, Rspo2, is highly expressed in the SMNs and binds to its receptor, Leucine-rich repeat-containing G-protein coupled receptor 5 (Lgr5), at the NMJ. Rspo2 enhances the LRP4/MuSK signaling via Lgr5 in an agrin-independent manner and promotes AChR clustering. In addition, the loss of *Rspo2* in mice compromises AChR clustering, the ultrastructure of the NMJ, and neuromuscular signal transduction.

## Results

### Rspo2 is a highly expressed Wnt-related gene in SMNs

To screen for proteins that could potentially participate in NMJ formation, we harvested ~3,000 SMNs from three 6-week-old C57BL6/J mice using laser capture microdissection (Fig. 1B). As a control, we harvested cells from the posterior horn cells (Fig. 1C). 

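The arrays compared 3 samples of spinal motor neurons (SMNs) with 3 samples of posterior horn cells, each hybridized to an Affymetrix Mouse Exon 1.0 ST Array, which carries probesets along the exons of each gene. According to the methods, SMNs were cells larger than 20 μm in diameter cut by laser from 10 μm frozen sections of the cervical cord of 6-week-old mice, about 3000 cells from 3 mice. The control samples were about 20 dorsal horn areas from 3 mice, that is, pieces of tissue and not single cells picked by size. The paper also writes posterior horn cells and posterior column cells. The sample labels say posterior column, and the raw files of these arrays are named for sensory neurons. They are called posterior horn here. The RNA was amplified linearly before hybridization. Each array was deposited as gene-level values, which are linear intensities, and as exon-level values on a log2 scale. The authors' processing notes name Affymetrix Expression Console 1.3.1.187, and the summarization algorithm and genome build are not given in the sources used here. The median gene-level intensity was 33.1, 33.3 and 33.8 in SMN arrays 1 to 3 and 32.9, 35.2 and 34.8 in posterior horn arrays 1 to 3, so the deposited values were already on a common scale and were not normalized again. The exon-level medians lay between 4.49 and 4.52 on the log2 scale. Of 238609 rows of the gene-level table, 24343 transcript clusters carried 1 gene symbol (20261 symbols) and were tested, 1797 carried several symbols and 212469 were unnamed here. For each of them 1 was added to the intensity, the log2 was taken, and the groups were compared with limma, with Benjamini-Hochberg adjustment over the transcript clusters tested. Fold changes are thus on the log2(intensity + 1) scale, which understates the change of dim genes. For a symbol with several transcript clusters, the brightest over the 6 arrays is given. Neither the methods nor the sample labels say whether each replicate number is a single mouse, so p-values measure the spread between these samples, and the number of arrays limits the precision.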

We analyzed gene expression using the Affymetrix Exon 1.0 ST array (Fig. 1E) and RNA-sequencing (RNA-seq) (Supplementary Fig. S1A). We found that the expression levels of 164 genes were more than 10 times higher in SMNs than in the posterior horn cells (Supplementary Table S1). 

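In the SMN arrays, 90 transcript clusters were more than 10-fold higher than in the posterior horn arrays at an adjusted p under 0.05 from limma, and 122 were more than 10-fold lower. The 5 measured genes of the cholinergic machinery were all higher (5 when adjusted over the list alone), among them Slc18a3, the vesicular acetylcholine transporter, at 4009 ± 157 (SD, n = 3) against 40.0 ± 35.3 (SD, n = 3), and Slc5a7, the choline transporter of the nerve terminal, which was 123-fold higher (log2 fold change 6.94, standard error 0.18, adjusted p = 8.7e-05 from limma). Uts2, which encodes the peptide urotensin 2, was 267-fold higher (adjusted p = 3.9e-05 from limma), against posterior horn values near the floor of the table (4.47 ± 0.660, SD, n = 3). Uts2b, its paralog, was 102-fold higher. Of 20 measured genes of motor neuron identity and subtype, 13 were higher, none was lower and 7 did not pass the test (13 higher and 3 lower when adjusted over the list alone). Among them, Calcb, which encodes a calcitonin gene-related peptide, was 122-fold higher, and its intensity was 2673 ± 139 (SD, n = 3) in SMNs. Chodl, a marker of fast motor neurons, was 69.1-fold higher, and Prph, the intermediate filament peripherin, was 81.1-fold higher. The vasoactive intestinal peptide receptor gene Vipr2 was 58.2-fold higher, and Lrrc63 was 132-fold higher but lay near the floor of the table in the posterior horn arrays, at 1.47 ± 2.40 (SD, n = 3). Of 15 measured genes of neurofilaments and axonal transport, 9 were higher and 2 lower (10 and 3 when adjusted over the list alone), with Sncg, encoding gamma-synuclein, 21.1-fold higher, and Gap43 and Kif5a lower by 4.22-fold and 1.59-fold (the latter lost in 5 of 19 alternatives). The control was pieces of tissue, so the rises in this list cannot be assigned to motor neurons as opposed to neurons in general. With 16 added to each intensity before the log2, 56 transcript clusters were more than 10-fold higher and 70 lower, 126 of them shared with the 212 above. There, Slc5a7 was 87.8-fold, Slc18a3 82.2-fold, Calcb 72.2-fold, Uts2 71.9-fold, Uts2b 66.8-fold, Vipr2 33.2-fold and Lrrc63 14.7-fold higher. The size and order of the largest rises thus depend on the value added. With the median exon-level value per gene, an alternative chosen after the data were seen, the log2 fold change of Lrrc63 was 0.20 and did not pass the test.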

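Of 4 SMN marker genes plotted in Fig. 1E, 2 were higher in the SMN arrays at an adjusted p under 0.05 from limma (2 higher and 1 lower when adjusted over the list alone, a list that the study chose). Chat had an intensity of 1784 ± 50.6 (SD, n = 3) in SMNs and 12.5 ± 1.31 (SD, n = 3) in posterior horn cells, a log2 fold change of 7.05 (standard error 0.15, adjusted p = 3.9e-05 from limma). Isl1, a LIM homeodomain transcription factor, had 434 ± 139 (SD, n = 3) in SMNs and 15.6 ± 6.16 (SD, n = 3) in posterior horn cells, a log2 fold change of 4.75 (standard error 0.37, adjusted p = 0.00113 from limma). The posterior horn values of Chat and Isl1 lay near the floor of the table. With 16 added before the log2, their log2 fold changes were 5.98 and 3.81. With exon-level medians, chosen after the data were seen, they were 3.12 and 3.43. Agrn had a log2 fold change of 0.24 (standard error 0.37, adjusted p = 0.671 from limma), with intensities of 91.4 ± 39.2 and 74.8 ± 21.6 (SD, n = 3 each), so the difference lay within the spread between arrays. The transcript cluster named Mnx1 had 161 ± 22.9 (SD, n = 3) in SMNs and 229 ± 14.1 (SD, n = 3) in posterior horn cells, a log2 fold change of -0.51 (standard error 0.17, adjusted p = 0.0709 from limma). At the exon level, 2 of 8 probesets named Mnx1 were higher in SMNs and none was lower, with log2 fold changes from -0.03 to 5.89. Of 28 Chat probesets 17 were higher, and of 12 Isl1 probesets 7 were higher, while none of 49 Agrn probesets passed at an adjusted p under 0.05 from limma over all 1195555 probesets (5 had an unadjusted p under 0.05). The median log2 value of the probesets named Mnx1, an alternative chosen after the data were seen, was higher in SMNs (log2 fold change 1.02, adjusted p = 0.00382 from limma; the adjusted p of Mnx1 over its alternatives ranged up to 0.344).

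**Figure D1:**
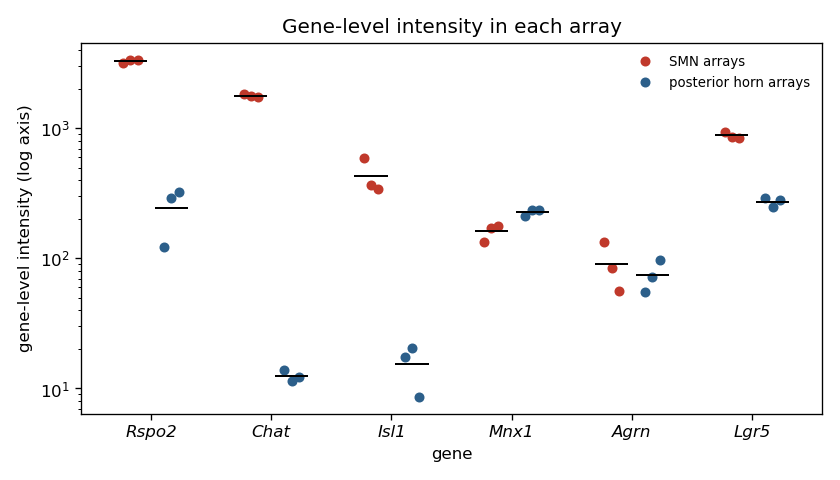
Gene-level intensity (vertical log axis) of Rspo2, 4 SMN markers and Lgr5 (horizontal axis) in each of 3 SMN arrays and 3 posterior horn arrays. Points are arrays and black lines group means; levels are comparable between groups within a gene, not between genes. The SMN arrays lie above the posterior horn arrays for Rspo2, Chat, Isl1 and Lgr5, and below them for Mnx1.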

*Agrn* encoding agrin, *Mnx1* encoding HB9, *Chat* encoding choline acetyltransferase, and *Isl1* encoding islet1 are commonly used markers for SMNs. SMN-specificity of *Rspo2* expression was the highest among the 39 Wnt-related genes, although it was lower than those of *Mnx1*, *Chat*, and *Isl1* (Fig. 1E). 

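Rspo2 was 14.6-fold higher in the SMN arrays than in the posterior horn arrays (log2 fold change 3.86, standard error 0.38, adjusted p = 0.00216 from limma). With exon-level medians, chosen after the data were seen, the log2 fold change was 1.62 (adjusted p = 0.00109 from limma). Its intensity was 3304 ± 102 (SD, n = 3) in SMNs and 246 ± 109 (SD, n = 3) in posterior horn cells. Every SMN array was above every posterior horn array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). A pair of other transcript clusters named Rspo2 was also higher in SMNs. The brighter was 18.9-fold higher, from a posterior horn mean of 14.7. The other had a mean intensity of 155.0 in SMNs against 0.554 in the posterior horn arrays. Both posterior horn means are near the floor of the table, where the size of a fold depends on the value added. Of 21 exon-level probesets named Rspo2, 5 were higher and none was lower, with log2 fold changes from -0.21 to 4.60. The count was 2 when SMN array 1, 2 or 3 was left out or with the replicate number as a block, 9 without posterior horn array 3 and 10 with the dimmer 50% of probesets left out. The fold changes differed between its probesets (adjusted p = 7.5e-14), as they did in 4575 of 21412 genes (limma diffSplice). The same test passed for Chat, Isl1 and Mnx1 (adjusted p = 2.2e-50, 7.3e-14 and 3.0e-13) and not for Agrn (adjusted p = 0.325). It cannot tell isoforms from probesets that respond weakly. From gene annotation, and from RT-PCR and RNA-seq not shown, the paper reports no alternative splicing of mouse Rspo2. Among the 39 Wnt-related genes, Rspo2 ranked 1 by fold change, followed by Rspo3 at 2.08-fold (adjusted p = 0.0221 from limma) and Fzd9, a Wnt receptor gene, at 1.65-fold (adjusted p = 0.0328 from limma), both of which lost the call under some alternatives. The differences between Rspo2 and each of the 38 others were tested per array. All 38 had a smaller fold change at an adjusted p under 0.05 from limma, and the smallest difference, against Rspo3, was 2.81 on the log2 scale (adjusted p = 4.0e-08 from limma). For each of the 38 pairs the differences of the SMN arrays all lay above those of the posterior horn arrays. All pairs share Rspo2, and limma gave them a single standard error, 0.49. Its p-values for the pairs are smaller than the spread of each pair alone would give. From the ratios of these same arrays the paper states that Rspo2 had the highest SMN-specificity of these genes. Rspo2 was thus singled out from these data, so the tests of the pairs give no independent support for its rank.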

Similar to the results of the microarray, RNA-seq analysis showed a 14.9-fold higher expression of *Rspo2* in SMNs than in the posterior horn cells (Supplementary Fig. S1A). We also confirmed specific expression of *Rspo2* in SMNs by *in situ* hybridization (Fig. 1F) in the spinal cord, which revealed a similar hybridization pattern to that in the Allen Mouse Brain Atlas (http://mouse.brain-map.org/). In addition, Rspo2 and choline acetyltransferase (ChAT) were co-expressed in anterior horn cells by immunohistochemistry (Supplementary Fig. S1B).

### Rspo2 enhances LRP4/MuSK signaling and induces AChR clustering via Lgr5 in a Wnt-dependent and agrin-independent manner

We first compared the expression of Rspo2 in the skeletal muscles and the spinal cord. Gene expression level of *Rspo2* was 56 times higher in the spinal cord than that in the skeletal muscles at embryonic day 18.5 (E18.5) (Fig. 2A), and was ~300,000 times higher in adults (Fig. 2B). Nevertheless, Rspo2 was enriched at the NMJs together with AChR clusters in adult skeletal muscles, and also along the muscle plasma membrane to a lesser extent (Fig. 2B and Supplementary Fig. S1C). The enrichment of the Rspo2 at the NMJs prompted us to investigate the function of Rspo2 at the NMJs.

Wnt ligands induce MuSK phosphorylation and subsequent AChR clustering *in vitro* and *in vivo*^15^,^16^,^37^. Therefore, we examined the effect of Rspo2 on AChR clustering in cultured myotubes in C2C12 myotubes, and found that exogenous Rspo2 enhanced AChR clustering (Fig. 2C and Supplementary Fig. S2A). We next evaluated the effects of Rspo2 on MuSK activation using a c-Jun N-terminal kinase (JNK)-responsive activating transcription factor 2 (ATF-2) luciferase reporter (ATF2-luc)^38^ (Fig. 2D). As previously reported^39^,^40^, agrin activated ATF2-luc in MuSK/LRP4-cotransfected HEK293 cells. Addition of Rspo2-conditioned medium (CM) activated ATF2-luc in MuSK-transfected HEK293 cells, and more prominent activation was observed in MuSK/LRP4-cotransfected HEK293 cells. Purified recombinant Rspo2 protein similarly enhanced the phosphorylation of MuSK in a dose-dependent manner in C2C12 cells (Fig. 2E,F). In addition, Rspo2 had an additive effect on agrin-mediated AChR clustering (Fig. 2C and Supplementary Fig. S2A), MuSK phosphorylation (Fig. 2G and Supplementary Fig. S2B), and Rapsyn expression (Fig. 2H and Supplementary Fig. S2C).

Lgr5 is a receptor of Rspo proteins in the intestinal crypts and hair follicles^26^,^31^. We first observed that Lgr5 was colocalized with AChR at the NMJ in wild-type mice (Fig. 3A). Colocalization of Rspo2 and Lgr5 at the NMJs suggested that Lgr5 might be a receptor for Rspo2 at the NMJs. Therefore, we performed immunoprecipitation assays to examine whether Lgr5 was able to associate with MuSK. As previously reported^26^,^27^, Lgr5 was co-immunoprecipitated with Rspo2 (Fig. 3B). We found that Lgr5 was not co-immunoprecipitated with MuSK (Fig. 3B and Supplementary Fig. S3A). However, coexpression of LRP4 enabled co-immunoprecipitation of Lgr5 with MuSK (Fig. 3B and Supplementary Fig. S3A). As LRP4 was able to co-immunoprecipitate Lgr5 and MuSK (Fig. 3C and Supplementary Fig. S3B), Lgr5 binds to MuSK via LRP4 and not directly. We next examined the effects of Lgr5 on Rspo2-mediated MuSK activation in HEK293, L, and C2C12 cells. First, in MuSK/LRP4-cotransfected HEK293 cells, knockdown of Lgr5 (Supplementary Fig. S3C) markedly suppressed Rspo2-mediated, but not agrin-mediated, activation of ATF2-luc (Fig. 3D). Second, in L cells, we examined the phosphorylation of MuSK using a lentivirus that expressed an inducible shRNA against *Lgr5*. Knockdown of Lgr5 in MuSK/LRP4-cotransfected L cells (Supplementary Fig. S3E) suppressed Rspo2-mediated phosphorylation of MuSK (Fig. 3E and Supplementary Fig. S3F). In contrast, the overexpression of Lgr5 enhanced Rspo2-mediated phosphorylation of MuSK (Fig. 3E and Supplementary Fig. S3F). Third, in C2C12 myotubes, knockdown of Lgr5 (Supplementary Fig. S3G) suppressed Rspo2-mediated, but not agrin-mediated, phosphorylation of MuSK (Fig. 3F and Supplementary Fig. S3H). In addition, Rspo2 enhanced the expression of membrane-bound LRP4, but not of membrane-bound MuSK, in the mouse diaphragm (Supplementary Fig. S4A–C) and in C2C12 myotubes (Supplementary Fig. S4D,E).

We next examined if the positive effect of Rspo2 on MuSK phosphorylation was Wnt-dependent. IWP-2, an inhibitor of Wnt secretion, abrogated the Rspo2-mediated phosphorylation of MuSK in C2C12 myotubes (Supplementary Fig. S3I). Thus, Wnt ligands are necessary for Rspo2-mediated phosphorylation of MuSK.

We also examined the effects of Lgr5 on Rspo2-mediated AChR clustering in myotubes. We introduced a lentivirus expressing an inducible shRNA against *Lgr5* in C2C12 myotubes. In *Lgr5*-deficient C2C12 myotubes, agrin increased the length and number of AChR clusters, whereas Rspo2 could not induce the formation of AChR clusters (Fig. 3G,H and Supplementary Fig. S2D). These results suggest that Lgr5 is a receptor for Rspo2, and is required for phosphorylation of MuSK and AChR clustering mediated by Rspo2, but not by agrin.

### Loss of Rspo2 compromises AChR clustering as well as the ultrastructure and signal transduction at the NMJs in *Rspo2*-deficient (−/−) mice at E18.5

To evaluate the function of Rspo2 *in vivo*, we examined *Rspo2*−/− mice. *Rspo2*−/− mice die shortly after birth due to respiratory distress^34^,^41^,^42^. To elucidate the function of Rspo2 in the spinal cord and skeletal muscle during embryonic development, we first counted the number of islet1/2-positive SMNs in the C3-C6 spinal segments of E18.5 mice. The number of SMNs did not change in *Rspo2*−/− mice, indicating that Rspo2 is not required for the development and survival of SMNs (Fig. 4A,B). Next, we examined muscle differentiation in the *Rspo2*−/− diaphragm at E18.5. Although Rspo2 was previously reported to enhance early myogenic differentiation in cultured C2C12 cells^35^, the microscopic structure (Fig. 4C,D) and ultrastructure (Fig. 4E–H) of muscle fibers in *Rspo2*−/− mice were similar to those in wild-type mice at E18.5. Quantification of the thickness of muscle fibers at the Z disk also revealed that wild-type and *Rspo2*−/− mice had a similar muscle fiber thickness (Fig. 4I). These results suggest that *Rspo2* deficiency does not affect muscle differentiation in the diaphragm at E18.5.

We then investigated the NMJs of *Rspo2*−/− mice. At E14.5, the sizes of AChR clusters were slightly larger in the left diaphragm of *Rspo2*−/− mice compared to those in wild-type mice (Supplementary Fig. S5A and B). At E18.5, AChR clusters in the left diaphragm formed a broader band in *Rspo2*−/− mice compared to those in wild-type mice (Fig. 4J). In addition, at E18.5. blinded morphometric analysis of AChR clusters and the nerve terminals (Fig. 5A–F) revealed that the synaptophysin-positive nerve terminal area (Fig. 5G) and the AChR-positive endplate area (Fig. 5H) were both approximately two-fold larger in *Rspo2*−/− mice than wild-type mice. As the ratio of the synaptophysin-positive area within each AChR cluster remained unchanged (Fig. 5I), the nerve terminals was likely to be properly appositioned to AChR clusters in *Rspo2*−/− mice. The number of AChR clusters was decreased (Fig. 5H), which likely represents that AChR clusters became expanded and fused each other to make a fewer number of weakly stained AChR clusters. In contrast, the number of synaptophysin-positive areas was not likely to be fused, and its number was increased in *Rspo2*−/− mice (Fig. 5G). The signal intensities of AChR and synaptophysin were reduced in *Rspo2*−/− mice (Fig. 5G,H). In accordance with the abnormal AChR clustering, the lengths of the second and third axonal branches were increased in *Rspo2*−/− mice at E18.5 (Supplementary Fig. S5C, D). Similarly, the number of the second and third axonal branches were decreased and increased, respectively (Supplementary Fig. S5C,E). The ratio of the NMJs terminated by an axon in *Rspo2*−/− mice at E18.5 was similar to that of wild-type mice (Supplementary Fig. S5F,G).

In addition to the abnormal AChR clustering, the ultrastructure of the NMJs in *Rspo2*−/− diaphragms at E18.5 was different from that in wild-type diaphragms (Fig. 5J,K and Supplementary Fig. S6). Blinded morphometric analysis revealed that the synaptic clefts were wider in *Rspo2*−/− mice (Table 1). In addition, the density and size of synaptic vesicles were lower and larger in *Rspo2*−/− mice, respectively. The number of active zones per synapse was also lower in *Rspo2*−/− mice. In concordance with abnormality at the pre-synaptic regions, the post-synaptic regions of *Rspo2*−/− NMJs showed significantly fewer junctional folds.

To evaluate neuromuscular signal transduction in *Rspo2*−/− mice, we analyzed the miniature endplate potentials (MEPPs) of the left diaphragm and the compound muscle action potentials (CMAPs) of the tibialis anterior muscle. Amplitudes of MEPPs were slightly higher, and the frequencies of MEPPs were markedly lower in *Rspo2*−/− mice (Table 2). The increased MEPP amplitude may be caused by the large synaptic vesicles stated above (Fig. 5J,K, Supplementary Fig. S6, and Table 1). Similarly, the markedly decreased MEPP frequency may be caused by the widened synaptic cleft and the reduced number of active zones. Defective neuromuscular signal transmission was also confirmed on the basis of the abnormally decreased CMAP amplitude measured in the tibialis anterior muscle after the repetitive stimulation of the sciatic nerve (Table 2). A similar phenomenon is commonly observed in myasthenia gravis and in congenital myasthenic syndromes, in which the NMJ signal transmission is compromised^43^. These results suggest that Rspo2 plays an essential role in AChR clustering and the associated signal transmission at the NMJs.

## Discussion

We found that Rspo2 is a Wnt-dependent and agrin-independent regulator of MuSK phosphorylation and AChR clustering at the NMJs (Fig. 6). Rspo2 is highly expressed in SMNs; Rspo2 at the NMJs is likely to be derived from SMNs. Lgr5 is expressed at the NMJs and is a receptor for Rspo2.

Rspo2 is highly expressed in the SMNs of the spinal cord (Fig. 1F). 

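Differences in log2 fold change between Rspo2 and the SMN markers were taken within each array and tested with limma, with the methods' t-test on the same differences beside it. Chat exceeded Rspo2 by a ratio of folds of 9.08 (adjusted p = 8.2e-10 from limma, 0.00418 from the methods' t-test). The intensities of Chat and Isl1 in the posterior horn arrays lay near the floor of the table. With 16 added before the log2, the log2 fold changes of Chat, Isl1 and Rspo2 were 5.98, 3.81 and 3.77. For Isl1 the ratio was 1.85. The difference did not pass either test (adjusted p = 0.0700 from limma, 0.293 from the methods' t-test), nor with 16 added. From limma it passed with quantile normalization and without posterior horn array 1. The difference also passed limma with exon-level medians or nothing added before the log2, which were chosen after the data were seen. Limma's p-values for the pairs are too small, so these passes do not settle the order of Isl1 and Rspo2. The log2 fold change of Rspo2 was larger than that of the transcript cluster named Mnx1 by 4.38 (adjusted p = 1.7e-15 from limma, 0.00101 from the methods' t-test). The direction of that cluster is in doubt. The median of the exon-level probesets named Mnx1, chosen after the data were seen, was higher in SMNs by 1.02. The log2 fold change of Rspo2 was larger than that of Agrn by 3.63 (adjusted p = 6.4e-12 from limma, 0.00212 from the methods' t-test). Against the 38 other Wnt-related genes, the largest adjusted p of the methods' t-test was 0.0134, on the same arrays from which the paper had ranked Rspo2 first.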

Although SMN-specificity of *Rspo2* expression is less than those of SMN marker genes (*Chat, Isl1*, and *Mnx1*) (Fig. 1E), the expression level of *Rspo2* in SMNs is as high as that *Agrn* and more than those of *Mnx1* and *Isl1* by RNA-seq (Supplementary Fig. S1A). On the other hand, the specificity of *Rspo2* expression in SMNs is the highest among the Wnt-related genes including various Wnt, Fzd, Rspo, and Lrp genes (Fig. 1E). 

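Apart from Rspo2, most of the 39 Wnt-related genes that the study plotted were not higher in SMNs. In all, 3 were higher and 8 lower at an adjusted p under 0.05 from limma, and 28 did not pass the test; the counts were 3 and 8 when adjusted over the list alone. The genes lower in SMNs were the receptors Lrp4, which binds agrin (4.30-fold, adjusted p = 0.00250), Fzd3 (3.79-fold, adjusted p = 0.00156), Lrp6 (2.02-fold), Lrp1 (1.82-fold) and Fzd7 (1.52-fold), and the ligands Wnt7a (3.73-fold, adjusted p = 0.00218), Wnt5b (1.98-fold) and Wnt7b (1.78-fold). With exon-level medians per gene, chosen after the data were seen, Fzd7 and Wnt5b turned direction and did not pass. Lrp6 and Wnt7b did not pass there either, and the falls of Lrp4 and Wnt7a were smaller, at -0.78 and -0.85 on the log2 scale. The 11 calls of the list fell to 6 without SMN array 1 and to 7 without SMN array 2, SMN array 3 or posterior horn array 2. All 11 astrocyte and all 17 oligodendrocyte genes measured were lower in the same comparison with pieces of tissue, so these falls cannot be assigned to a cell type. Of the R-spondins, Rspo1 had a log2 fold change of -0.25 (adjusted p = 0.321) and Rspo4 of 0.48 (adjusted p = 0.266). None of the Wnt ligands plotted was higher at an adjusted p under 0.05 from limma, nor at an unadjusted p under 0.05. The largest rises, in Wnt4 and Wnt2, were 0.33 and 0.33 on the log2 scale (adjusted p = 0.233 and 0.440), and Wnt4 turned direction with exon-level medians. As a set, the 39 genes had a median log2 fold change of -0.26 (limma camera, adjusted p = 0.0543, and adjusted p = 0.375 with an estimated correlation). The call of this shift depended on the processing. At the preset correlation it passed with the replicate number as a block, a floor of 16 or the dimmest 25% of transcript clusters left out. It also passed without SMN array 3 or posterior horn array 1, and not in the other alternatives.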

Gene expression of *Rspo2* in SMNs is much higher than that in skeletal muscles at E18.5 and in adults (Fig. 2A). Nevertheless, Rspo2 protein is enriched at the NMJs (Fig. 2B). According to the Allen Brain Atlas (http://mouse.brain-map.org/), GenePaint (http://www.genepaint.org/), and Wnt Gene Expression Patterns in the Embryo (http://www.tcd.ie/Zoology/research/WntPathway/wnt.php), Wnt ligands are expressed in both SMNs and skeletal muscles during synaptogenesis. Notwithstanding the broad expression of Wnt ligands, the mechanism of NMJ-specific Wnt signaling pathway activation has not been dissected yet. Rspo proteins are not expressed in primary Schwann cells isolated from mouse embryos^44^. Global expression analyses of mouse NMJs obtained with laser capture microdissection demonstrated that *Rspo2* is expressed in both the subsynaptic and extrajunctional nuclei^45^,^46^,^47^,^48^, although its expression level in skeletal muscles is much lower than that in SMNs. Thus, Rspo2 derived from SMNs might enable the NMJ-specific activation of Wnt signaling. However, spatiotemporal conditional knockouts of *Rspo2* will be required to verify the origin of Rspo2 that mediates the Wnt-dependent AChR clustering.

In cultured cells, the effects of Rspo2 on AChR clustering (Fig. 2C), ATF2 activation (Fig. 2D), and MuSK phosphorylation (Fig. 2E–G) are similar to those of agrin^4^,^5^,^6^. Agrin has two splicing isoforms: the muscle and the neuronal types^4^. Neuronal-type agrin, which has two alternatively spliced exons, is able to drive AChR clustering, whereas muscle-type agrin lacks these critical exons, and cannot drive AChR clustering. According to gene annotation databases (RefSeq, ENSEMBL, UCSC, and GENCODE), mouse *Rspo2* is not alternatively spliced in its coding region. We also confirmed lack of alternative splicing isoforms in mouse *Rspo2* by RT-PCR and RNA-seq (data not shown). Thus, unlike the expression of agrin, the expression of Rspo2 is likely to be regulated in a spatiotemporal manner and not by alternative splicing.

In cultured cells, Rspo2 binds to Lgr5 (Fig. 3B). Lgr5 (Fig. 3A) and Rspo2 (Fig. 2B) are enriched at the NMJs in wild-type mice. In addition, the positive effects of Rspo2 on MuSK phosphorylation (Fig. 3E,F) and AChR clustering (Fig. 3G,H) were dependent on Lgr5. We^39^ and others^49^ previously reported that Rspo proteins do not bind to Frizzled receptors carrying the frizzled-like domain, which is also present in MuSK. Instead, Rspo2 specifically binds to Lgr4 and Lgr5^25^,^26^,^31^. Northern blot analysis^50^, the H-ANGEL database (http://h-invitational.jp/)^51^, and the Fantom 5 database (http://fantom.gsc.riken.jp/zenbu/)^52^ indicate that the skeletal muscle exclusively expresses Lgr5, but not Lgr4 or Lgr6. Interestingly, *Lgr5*-deficient mice show craniofacial malformations and perinatal lethality^53^, similarly to our observations in *Rspo2*-deficient mice. Further studies of *Lgr5*-deficient mice might reveal the *in vivo* functions of Lgr5 at the NMJs in association with Rspo2.

Lgr5 is able to associate with MuSK in an LRP4-dependent manner (Fig. 3B,C). Additionally, Rspo2 increases the amount of membrane-bound LRP4 (Supplementary Fig. S4). In intestinal stem cells, Binding of Rspo proteins to Lgr proteins stabilize Fzd and Lrp molecules by the inhibition of their ubiquitination^31^. Therefore, Rspo2 at the NMJs may similarly stabilize LRP4, which enhances the effect of Rspo2 by facilitating binding of Lgr5 and MuSK, and the effect of agrin by increasing the number of LRP4/MuSK co-receptor. Our findings provide the first evidence that a secreted Wnt signaling agonist, Rspo2, modulates AChR clustering together with Wnt proteins, Lgr5, LRP4, and MuSK.

The diaphragm of *Rspo2*−/− mice show an expanded area and a decreased intensity of AChR clusters at E18.5 (Fig. 5A–H). Additionally, the synaptic clefts are wider in *Rspo2*−/− mice (Fig. 5J,K and Table 1). Widened synaptic clefts have already been documented in *Agrn*−/− mice^54^, but not in other knockout mice deficient for NMJ-constituent molecules such as β2-laminin (*Lamb2*)^55^, AChR ε subunit (*Chrne*)^56^, utrophin (*Utrn*)^57^, neural cell adhesion molecule (*Ncam*)^58^, tenascin C (*Tnc*)^58^, fibroblast growth factor 5 (*Fgf5*)^58^, and choline acetyltransferase (*Chat*)^59^ (Table 3). As the width of the synaptic cleft is not always described precisely in these reports, the specificity of widened synaptic clefts observed in *Rspo2*−/− and *Agrin*−/− mice remains unknown. Furthermore, the density and size of synaptic vesicles are lower and larger in *Rspo2*−/− mice, respectively (Fig. 5J,K and Supplementary Fig. S6). MEPP amplitudes are slightly increased, and MEPP frequencies are markedly decreased in *Rspo2*−/− mice, which is consistent with the larger size and lower density of synaptic vesicles in electron micrographs (Tables 1 and 2). The markedly decreased MEPP frequencies may be associated with the widened synaptic clefts. In *Chat*−/− mice, the density of synaptic vesicles is reduced to approximately 80% of that in wild-type^59^. Reduction in the density of synaptic vesicles to approximately 60% of that in wild-type mice in *Rspo2*−/− mice (Table 1) suggests that Rspo2 deficiency may compromise the recycling of synaptic vesicles. In quiescent nerve terminals, the size of synaptic vesicles become large, which might be due to a low releasing rate of ACh^60^,^61^. Thus, large synaptic vesicles in *Rspo2*−/− mice may be caused by reduced synaptic release, which is suggested by the markedly reduced MEPP frequency. We also observed that the number of active zones is reduced in *Rspo2*−/− mice (Table 1). In *Agrn*−/−54 and *Ctnnb1*−/− mice^18^, the number of active zones is also reduced (Table 3). Similarly, in *Chrne*−/−56 and *Ncam*−/− mice^58^, the number of junctional folds is reduced. In contrast, in *Lamb2*−/− mice, the number of active zones is preserved^55^. Thus, the reduced number of active zones or junctional folds might be a hallmark of defective neuromuscular signal transmission in most, but not all, mice deficient for NMJ-constituent molecules. We unexpectedly observed the increased size of AChR clusters in *Rspo2*−/− mice (Fig. 5H). Interestingly, the increased size of AChR clusters is also present in knockout mice lacking *Wnt4*^15^ and *Ctnnb1* encoding β-catenin^18^ (Table 3). In contrast, this phenotype has not been documented in *Agrn*−/− mice^54^. The increased size of AChR clusters may be a unique feature of mice deficient for Wnt-related molecules, but the underlying mechanism remains unknown. We propose that Rspo2 might enable the NMJ-specific activation of Wnt signaling to induce AChR clustering.

## Materials and Methods

### Laser capture microdissection, micro array analysis, and RNA-seq

All experiments with mice were approved by the Animal Care and Use Committee of the Nagoya University Graduate School of Medicine, and were performed in accordance with the relevant guidelines. The cervical spinal cords of 6-week-old C57BL/6J male mice were dissected without fixation under deep anesthesia. Frozen sections (10 μm) were prepared and stained with 0.02% toluidine blue, and SMNs were clipped out of the sections using laser microdissection (LMD7000, Leica) according to the manufacturer’s protocol. We collected ~3000 cells that were larger than 20 μm in diameter from the anterior horn area of three mice, and ~20 dorsal horn areas were collected from three mice. RNA was extracted using the RNeasy Micro kit (Qiagen). RNA quality was evaluated with the Agilent Model 2100 Bioanalyzer (Agilent Technologies). RNA was subjected to linear amplification using the Ovation Pico WTA System (NuGEN Technologies). For the microarray analysis, fluorescent cDNA probes were synthesized using the FL-Ovation cDNA Biotin Module V2 (NuGEN Technologies) and WT-Ovation Exon Module (NuGEN Technologies). Gene expression profiles were analyzed using the Affymetrix Mouse Exon 1.0 ST Array according to the manufacturer’s protocol. We also sequenced 75 base pairs of each tag in a single direction using HiSeq 2000 (Illumina). SMNs and posterior column cells yielded 16.5 × 10^6^ and 31.2 × 10^6^ read tags, respectively. We first eliminated the proprietary tag (NuGEN Technologies) from the 3′ end of each read using the FASTX-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). We then mapped 10.8 × 10^6^ (65%) and 17.1 × 10^6^ read tags (55%) of the SMNs and posterior column cells, respectively, to the mouse genome (UCSC mm9) with the transcript annotation of ENSEMBL (release e66) using TopHat^62^. Gene expression and alternative splicing events were analyzed using CuffLinks^63^ and MISO^64^, respectively.

### Staining of the tibialis anterior muscle and the diaphragm

Frozen sections of the tibialis anterior muscle were fixed with acetone for 10 min at −20 °C, washed with phosphate buffered saline (PBS) several times, and then covered with PBS containing 2% goat serum for 60 min. For staining, the sections were incubated with rabbit polyclonal anti-R-spondin 2 antibody (1:100, Abcam, ab73761), polyclonal anti-Flag antibody (1:100, Cell signaling, 2368P), or anti-GPR49 antibody for Lgr5 staining (1:100, Abcam, ab75732) overnight at 4 °C in a humidified chamber. After the removal of the primary antibody and repeated washes with PBS containing 0.05% Tween-20 (PBS-T), the sections were incubated with the goat anti-rabbit Alexa 488 secondary antibody (1:100, Molecular Probes, A21206), and Alexa594-conjugated α-bungarotoxin (1:100, Invitrogen, B13423) for 1 h. Residual antibodies were removed with repeated washes in PBS-T. Finally, the sections were coverslipped with VectaShield mounting medium containing 1.5 μg/ml 4′,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories) and were visualized using an IX71 microscope (Olympus) or A1Rsi confocal microscope (Nikon).

The left diaphragm of E18.5 *Rspo2*−/− mouse was fixed with 2% paraformaldehyde in PBS for 4 h at 4 °C and was rinsed with PBS. After the removal of the connective tissue, the whole-mount diaphragm was permeabilized with 0.5% Triton X-100 in PBS for 10 min and then incubated overnight with α-bungarotoxin conjugated with the Biotin-XX Microscale Protein Labeling Kit (1:800, Invitrogen), anti-peripherin antibody (1:800, Millipore, AB1530), and anti-synaptophysin antibody (1:100, Invitrogen, 180130). After washing, the sections were incubated with Alexa 564-conjugated streptavidin (1:500, Invitrogen) or Alexa 488-conjugated anti-mouse IgG (1:500, Invitrogen). Immunostaining in the whole-mount diaphragms (*n* = 5) was quantified by two blinded observers using an FSX100 fluorescence microscope equipped with the FSX-BSX and CellSens software (Olympus). Parameters related to the NMJs and the ratio of the NMJs terminated by an axon were also quantified by two blinded observers using a confocal laser scanning microscope system (Zeiss LSM710) or FSX100 fluorescence microscope and the MetaMorph software (Molecular Devices).

### Detection of phosphorylated MuSK

To examine the effects of Rspo2 on MuSK phosphorylation, C2C12 myoblasts were seeded on a plate coated with collagen I (BD Biosciences), and were differentiated with 2% horse serum for 5 to 7 days. C2C12 myotubes were added with variable concentrations of purified agrin (R&D systems, 550-AG) and/or purified Rspo2 (R&D systems, 3266-RS) to induce MuSK phosphorylation for 30 min. C2C12 myotubes were lysed with a buffer containing 50 mM HEPES; pH 7.0, 150 mM NaCl, 10% glycerol, 1% TritonX-100, 1.5 mM MgCl_2_, 1 mM ethylene glycol tetraacetic acid (EGTA), 100 mM NaF, 10 mM sodium pyrophosphate, 1 μg/μl aprotinin, 1 μg/μl leupeptin, 1 μg/μl pepstatin A, 1 mM phenylmethanesulfonylfluoride (PMSF), 1 mM sodium orthovanadate, and x1 phosphatase inhibitor cocktail (Roche, PhosSTOP, 04906837001). Cell lysates were immunoprecipitated using 1 μg anti-MuSK antibody (C-19, Santa Cruz) and anti-Flag antibody (F1804, Sigma) attached to protein G Sepharose beads (GE Healthcare). Immunoprecipitated molecules were detected with Western blotting as described in the Materials and Methods section in the Supplementary Information.

To examine the effects of Lgr5 knockdown, L cells and C212 myoblasts were infected with a lentivirus expressing shRNA against Lgr5 (see Supplementary Information for lentivirus constructs) for 12 h. The infected L cells were transfected with Flag-tagged human *MUSK* cDNA and human *LRP4* cDNA, and cultured for 2 days. The infected C2C12 myoblasts were differentiated for 5 to 7 days. For L cells and C2C12 myotubes, shRNA against Lgr5 was induced by 2 mg/ml doxycycline (ICN Biomedicals) for 2 days, and were treated with purified recombinant Rspo2 for 30 min. Western blotting to detect phosphorylated MuSK was performed as described above.

### Co-immunoprecipitation assay

HEK293 cells were transfected with a combination of Rspo2-myc alkaline phosphatase (AP), MuSKect-mycAP, pcDNA3.1-human *LRP4*, and pcDNA3.1-human *LGR5*, and were cultured for 48 h for Fig. 3B. HEK293 cells were transfected with a combination of LRP4-Flag, pcDNA3.1 human full-length *MuSK*, and pcDNA3.1-human *LGR5* and were cultured for 48 h for Fig. 3C. HEK293 cell lysate was prepared as described above, and was immunoprecipitated using 1 μg anti-myc antibody (sc-40, Santa Cruz) or anti-Flag (F1804, Sigma) attached to protein G Sepharose beads. Immunoprecipitated molecules were detected with Western blotting as described in the Materials and Methods section in the Supplementary Information.

### Electron microscopy

At E18.5, the left diaphragm was fixed in 2% glutaraldehyde and 2% paraformaldehyde, and then was treated with 1% OsO_4_, dehydrated in ethanol, and embedded in Epon 812 (TAAB). Seven to ten continuous blocks were excised at an interval of 0.2 to 0.3 mm from the central portion of the left diaphragm. Every second block was stained for cholinesterase using the Ellman method. Only the blocks that were flanked with cholinesterase-stained blocks were used for electron microscopy. Ultrathin sections (60–70 nm) were stained with uranyl acetate and lead citrate. As the nerve terminals were immature at this stage and could not be traced to the ends where they make a synapse with a muscle fiber, we identified the NMJs by inspecting the entire ultrathin section using a JEM-1400 transmission electron microscope.

Morphometric analysis of the motor endplate was performed according to Engel and Santa^65^; the following parameters were measured: nerve terminal area in μm^2^, synaptic vesicle density in μm^2^ at the nerve terminal area, area of mitochondria/area of nerve terminal (%), the number of active zones, the diameter of synaptic vesicles, and the width of the synaptic cleft. The active zone was defined as the site of a synaptic vesicle cluster at the presynaptic membrane^59^. The postsynaptic fold was defined as the fold in postsynaptic membrane, where the fold depth was more than 70 nm and the width of fold aperture was less than a half of the fold depth. Images were quantified using the ImageJ program (http://imagej.nih.gov/ij/).

### Electrophysiology

Phrenic nerve-diaphragm preparations were obtained from 3 wild-type and 3 *Rspo2*−/− mice at E18.5. We stimulated the sciatic nerve at 2 Hz and recorded the compound muscle action potentials of the tibialis anterior muscles using a needle electrode. Miniature endplate potentials were also recorded as described previously^66^. Data were analyzed with the AxoGraph X 1.5.0 software (AxoGraph Scientific).

### Statistical analysis

Unpaired Student’s *t*-test, one-way or two-way ANOVA, and post-hoc Bonferroni adjustments were performed using Prism 5.0 (GraphPad). *P* values of 0.05 or less were considered statistically significant.

### Other materials and method

Details of other materials and methods are available in the Supplementary Information, which includes the description of the following techniques: *in situ* hybridization, staining of the spinal cord, quantitative RT-PCR, expression vectors, luciferase reporter vectors, lentiviral vectors, siRNAs, the preparation of myc-tagged proteins, cell cultures, transfections, production of conditioned medium (CM), AChR clustering assay, luciferase assay, Western blotting, the biotinylation of plasma membrane proteins, protein preparation of muscle tissues in mice.

## Additional Information

**Accession code**: Affymetrix exon array data is available under the GEO accession number GSE51122.

**How to cite this article**: Nakashima, H. *et al*. R-spondin 2 promotes acetylcholine receptor clustering at the neuromuscular junction via Lgr5. *Sci. Rep.* **6**, 28512; doi: 10.1038/srep28512 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
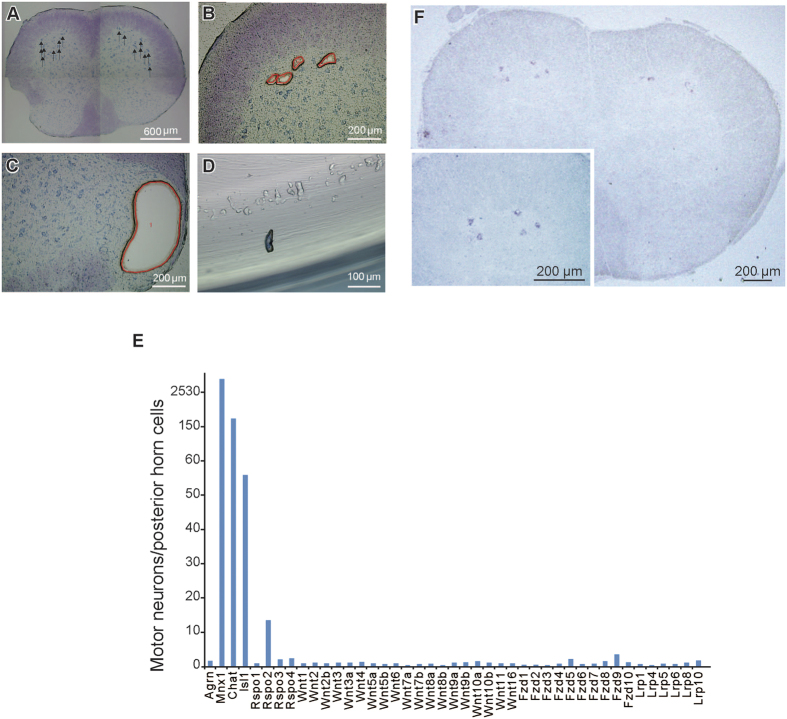
R-spondin 2 (Rspo2) is highly expressed in laser capture microdissection-harvested spinal motor neurons (SMNs) of the mouse spinal cord. (**A**) Toluidine blue-stained section of the cervical spinal cord of a 6-week-old C57BL6/J mouse before laser capture microdissection. Arrows indicate SMNs to be dissected. (**B**) The left anterior horn region (enlarged from **A**) after the dissection of SMNs. Orange lines mark the traces of the laser beam. (**C**) The right posterior horn region (enlarged from **A**) after the dissection of posterior horn cells. Orange line marks the trace of the laser beam. (**D**) A representative dissected SMN. (**E**) The ratio of mRNA expressions in SMNs and posterior horn cells of *Agrn, Chat, Isl1, Mnx1*, and Wnt-related genes (*Rspo, Wnt, Fzd*, and *Lrp* genes) according to the Affymetrix microarray data. *Agrn, Chat, Isl1, Mnx1, Fzd, and Lrp* encode agrin, choline acetyltransferase, islet-1, HB9, frizzled, and low-density lipoprotein receptor-related protein, respectively. (**F**) *In situ* hybridization of *Rspo2* in the cervical spinal cord of a 6-week-old C57BL6/J mouse.

**Figure 2:**
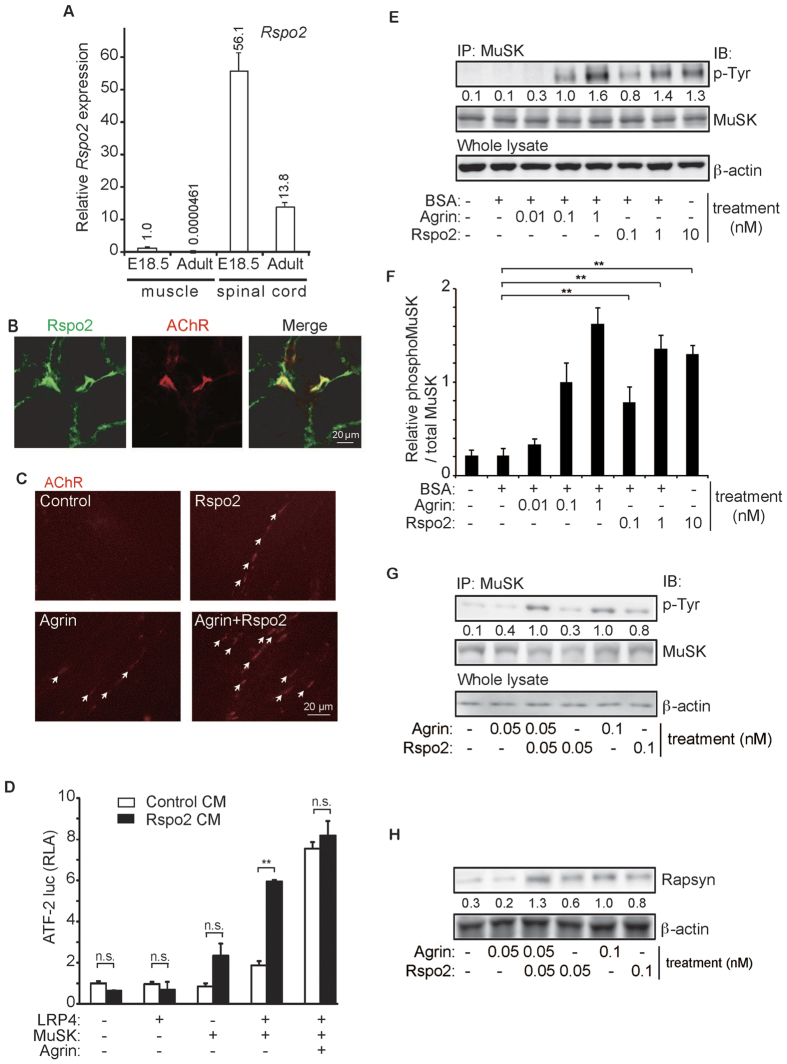
Rspo2 is enriched at the NMJ and activates MuSK to induce AChR clustering. (**A**) Rspo2 expression in the diaphragm and spinal cord normalized by *Gapdh* and also to E18.5 diaphragm. Mean and SD (*n* = 3) are indicated. (**B**) Rspo2 immunostaining and α-bungarotoxin staining for AChR at the NMJ of the tibialis anterior muscle (cross section). (**C**) AChR clusters visualized with α-bungarotoxin (red). C2C12 myotubes were cultured with 0.05 nM agrin and/or 0.05 nM Rspo2. Arrows point to the AChR clusters with an axis length of 4 μm or more. Blinded morphometric analysis is shown in Supplementary Fig. S2A. (**D**) ATF2-luciferase reporter assay to quantify agrin (10 ng/ml)- and Rspo2 (100 ng/ml)-mediated activation of MuSK signaling in transfected HEK293 cells. Relative luciferase activities (RLA) are normalized to that with empty vectors. Mean and SD are indicated (*n* = 3). **p < 0.01 by *t*-test. n.s., no significant difference. (**E**) Agrin- and Rspo2-mediated MuSK phosphorylation in C2C12 myotubes. Phosphorylated MuSK was immunoprecipitated (IP) and immunoblotted (IB) with indicated antibodies. (**F**) The ratio of phosphorylated (phosphoMuSK) and total MuSK was normalized to that with 0.1 nM agrin. Mean and SD (*n* = 3) are indicated. **p < 0.01 by *t*-test. The mean is also indicated in (**E**). BSA was added to control the amount of total proteins. (**G**) Additive effect of 0.05 nM agrin and 0.05 nM Rspo2 on MuSK phosphorylation in C2C12 myotubes. Phosphorylated MuSK was detected as in (**E**). Band intensities were normalized to that with 0.1 nM agrin (Supplementary Fig. S2B). The mean intensity is also is indicated below the blot. BSA was added as in (**E**). (**H**) Agrin- and Rspo2-mediated expression of rapsyn in C2C12 myotubes. Band intensities were normalized as in (**G**) (Supplementary Fig. S2C). The mean value is also indicated below the blot.

**Figure 3:**
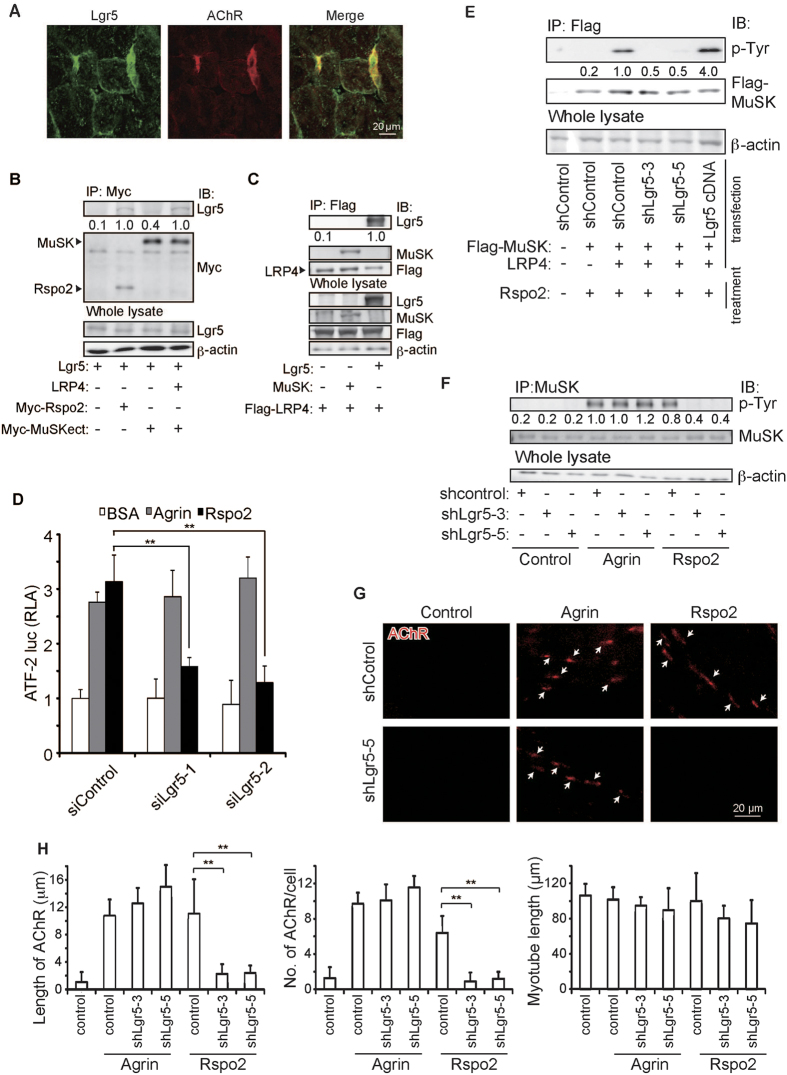
The Rspo2/Lgr5 complex induces activation and phosphorylation of MuSK and AChR clustering. (**A**) Lgr5 immunostaining and α-bungarotoxin staining of the NMJs as in Fig. 2B. (**B,C**) Lgr5 was co-immunoprecipitated with anti-myc (B) or anti-Flag (C) antibody in HEK293 cells. The normalized ratio of co-immunoprecipitated Lgr5 to total Lgr5 is shown in Supplementary Fig. S3A and S3B, and the mean value is indicated below the blot. (**D**) ATF2-luciferase reporter assays as in Fig. 2D in siRNA-transfected HEK293 cells. RLA are normalized to that of BSA with siControl. Mean and SD are indicated (**p < 0.01 by *t*-test, *n* = 3). Efficiency of siLgr5 and the rescue experiment is shown in Supplementary Figs S3B and S3C, respectively. (**E**) The effects of Lgr5 on MuSK phosphorylation in L cells treated with 0.1 nM Rspo2. Total Flag-MuSK was immunoprecipitated (IP), and immunoblotted (IB) with indicated antibodies. The ratio of phosphorylated and total Flag-MuSK was normalized to that of the control knockdown (shControl) in lane 3. Quantification is shown in Supplementary Fig. S3F, and the mean value is indicated below the blot. Efficiency of shLgr5 in L cells is indicated in Supplementary Fig. S3E. (**F**) C2C12 myoblasts were infected with lentivirus expressing shControl or shLgr5. After differentiation into myotubes, 0.1 nM of BSA (Control), agrin, or Rspo2 was added. Phosphorylated MuSK was immunoprecipitated (IP) and immunoblotted (IB) with indicated antibodies. The band intensities were normalized to that of cells treated with 0.1 nM agrin and shControl. Quantification of phosphorylated MuSK is shown in Supplementary Fig. S3H, and the mean value is indicted below the blot. Efficiency of shLgr5 in C2C12 myotubes is indicated in Supplementary Fig. S3G. (**G,H**) C2C12 myoblasts were infected with lentivirus expressing shControl or shLgr5. After differentiation into myotubes, 0.1 nM of BSA (Control), agrin, or Rspo2 was added. AChR cluster was visualized with α-bungarotoxin (red). (**F**) Arrows point to AChR clusters in representative images. (**G**) Blinded morphometric analysis. Mean and SD are indicated (**p < 0.01 by *t*-test, *n* = 3). Instead of purified recombinant Rspo2, we also used Rspo2-containing conditioned medium, and showed the results in Supplementary Fig. S2D.

**Figure 4:**
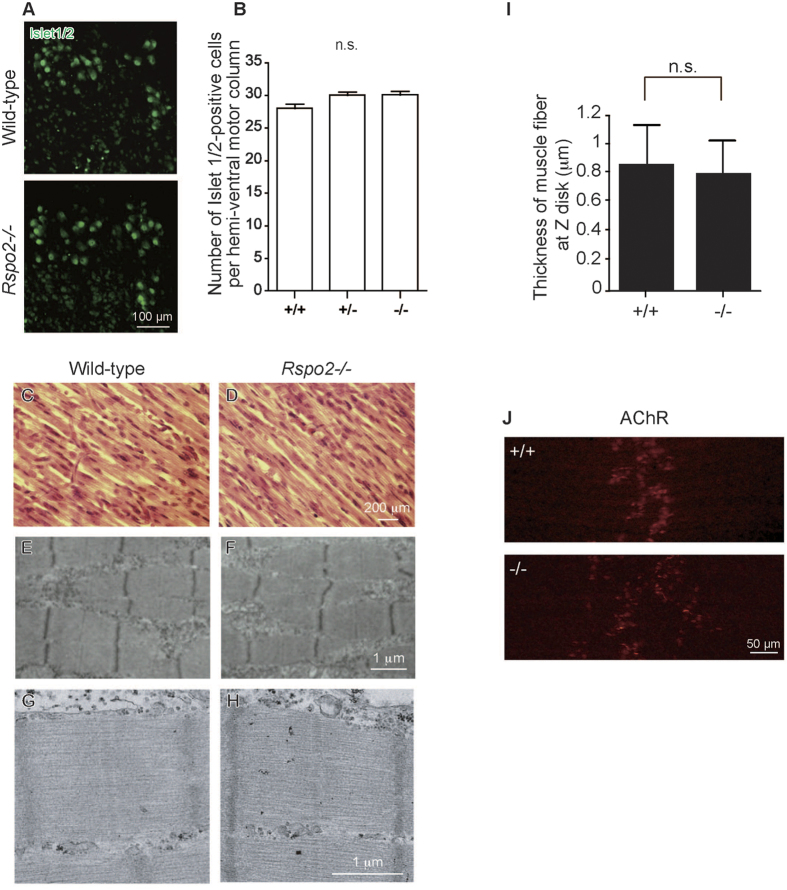
Lack of R-spondin 2 (Rspo2) in mice has minimal effects on spinal motor neuron (SMN) survival and muscle differentiation, but has a significant effect on acetylcholine receptor (AChR) clusters in the left diaphragm. (**A**) Immunostaining for islet1/2 expressed in the SMNs of the spinal cord (C3-C6) at embryonic day (**E**) 18.5. (**B**) The number of islet1/2-positive SMNs in wild-type (+/+), heterozygous *Rspo2*-knockout (+/−), and homozygous *Rspo2*-knockout (−/−) mice. Bars indicate the mean and standard error of mean (SE) (*n* > 90). No statistically significant differences (n.s.) were observed with one-way ANOVA. (**C,D**) Hematoxylin and eosin staining of the tibialis anterior muscle of mice at E18.5. (**E–H**) Representative electron micrographs of the diaphragms at E18.5 at different magnifications. (**I**) Thickness of muscle fibers at the Z disk in the left diaphragms of wild-type (+/+) and *Rspo2*-knockout (−/−) mice. Five to seven electron micrographs were analyzed in each mouse. (**J**) Surface views of the left diaphragms harvested from wild-type (+/+) and *Rspo2*-knockout (−/−) mice at E18.5. AChR was stained with Alexa546-conjugated α-bungarotoxin (red). The widths of the AChR bands of wild-type and *Rspo2*-kockout diaphragms were 143.34 ± 3.73 μm and 221.85 ± 6.52 μm, respectively (*p* < 0.0001 by Student’s *t*-test, *n* = 5).

**Figure 5:**
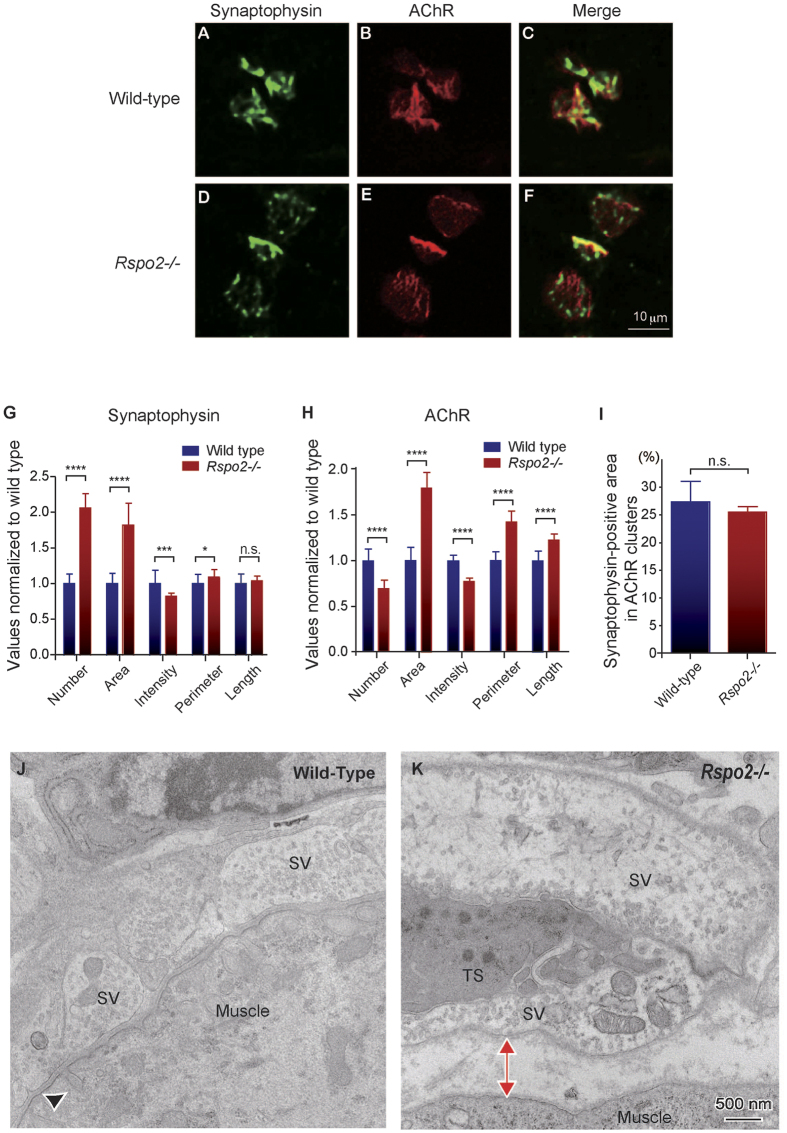
Apposition of nerve terminals and muscle endplates is compromised in the E18.5 diaphragm of R-spondin 2 (*Rspo2)*−/− mice. (**A–F**) Representative confocal images of the left diaphragm at E18.5 labeled with an anti-synaptophysin antibody and α-bungarotoxin to visualize the nerve terminals and acetylcholine receptors (AChRs), respectively. Endplates of the wild-type muscles were mostly ovoid-shaped (**B**), whereas the endplates of *Rspo2*−/− muscles were large, round, and heterogeneously stained (**E**). (**G–I**) Blinded morphometric analysis of synaptophysin (**G**) and AChR (**H**) in the AChR clusters revealed that NMJ areas were markedly enlarged at E18.5. Numbers of synaptophysin-positive clusters (**G**) and AChR-positive clusters (**H**) are shown. (**I**) The ratio is calculated by dividing the synaptophysin-positive area by the AChR-positive area. Note that not all AChR-positive (red) pixels were synaptophysin-positive (green) in each AChR cluster. Mean and standard deviation (SD; *n* = 6) are indicated. ****p < 0.001, ***p < 0.005, and *p < 0.05 by *t*-test. n.s., no significant difference. (**J,K**) Representative electron micrographs of the neuromuscular junctions (NMJs) in the diaphragm of wild-type and *Rspo2*−/− mice at E18.5. The red two-headed arrow indicates a widened synaptic cleft. The closed arrowhead at wild-type endplate points to a postsynaptic fold. In the *Rspo2*−/− mice, synaptic vesicles were larger and sparser than those in wild-type mice. SV, synaptic vesicles; TS, terminal Schwann cell. Low magnification images are shown in Supplementary Fig. S6A. Blinded morphometric measurements are shown in Table 1.

**Figure 6:**
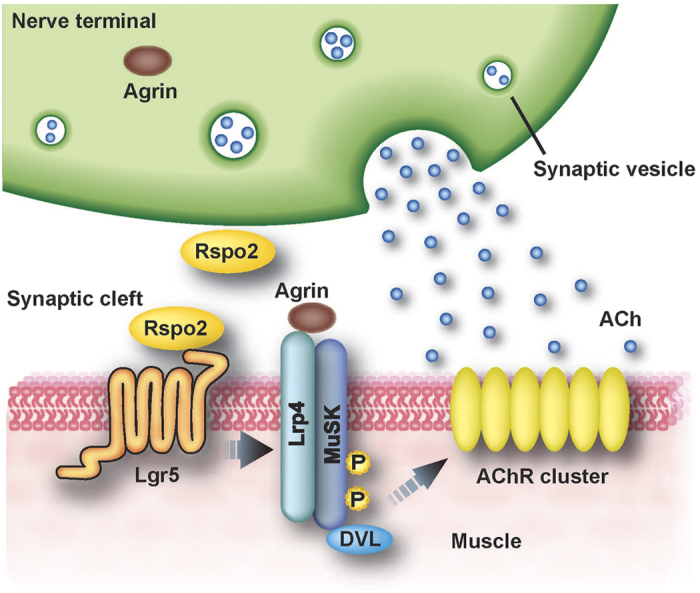
Schematic image showing the R-spondin 2 (Rspo2)-mediated acetylcholine receptor (AChR) clustering at the neuromuscular junction (NMJ). Rspo2 binds to leucine-rich repeat-containing G-protein coupled receptor 5 (Lgr5) on the endplate and phosphorylates muscle-specific receptor tyrosine kinase (MuSK) to induce AChR clustering in an agrin-independent manner.

**Table 1:** Parameters of the neuromuscular junction (NMJ) ultrastructure in the diaphragm of wild-type and R-spondin 2 (*Rspo2)*−/− mice at embryonic day (E) 18.5.

	Wild-type	*Rspo2*−/−	Ratio	*p*
Nerve terminal area (μm^2^)	4.17 ± 1.87 (*n* = 15)	4.81 ± 3.87 (*n* = 15)	1.15	0.185
Area of mitochondria/area of nerve terminal (%)	4.14 ± 2.60 (*n* = 15)	3.93 ± 2.47 (*n* = 15)	0.95	0.419
Diameter of synaptic vesicles (nm)	58.35 ± 16.93 (*n* = 1007)	64.10 ± 18.45 (*n* = 536)	1.10	0.00709
Density of synaptic vesicles (/μm^2^)	25.87 ± 12.37 (*n* = 15)	15.36 ± 7.53 (*n* = 15)	0.59	0.000150
Width of the synaptic cleft (μm)	146.86 ± 103.63 (*n* = 150)	209.50 ± 169.07 (*n* = 150)	1.43	2.04 × 10^−5^
Number of active zones (/synapse)	3.61 ± 2.45 (*n* = 15)	1.72 ± 1.64 (*n* = 15)	0.48	1.34 × 10^−5^
Number of postsynaptic folds (/synapse)	1.20 ± 0.86 (*n* = 15)	0.20 ± 0.41 (*n* = 15)	0.17	0.000367

Blinded morphometric analysis was performed on electron microscopic images of the NMJs in the diaphragms at E18.5. Four wild-type and four *Rspo2*−/− mice were analyzed. Mean and the standard deviation are indicated. Ratio is calculated by dividing the respective mean value in *Rspo2*−/− mice by that in wild-type mice. Statistical significance was calculated with the Student’s *t*-test.

**Table 2:** Microelectrode measurements and repetitive nerve stimulation in R-spondin 2 (*Rspo2)*−/− mice at embryonic day (E) 18.5.

	Wild-type	*Rspo2*−/−	*p*
MEPP amplitude (mV)	3.38 ± 0.18 (*n* = 22)	3.86 ± 0.70 (*n* = 25)	0.04
MEPP frequency (sec^−1^)	0.65 ± 1.10 (*n* = 22)	0.07 ± 0.02 (*n* = 25)	0.01
CMAP area (%)	102.2 ± 1.6 (*n* = 4)	92.5 ± 0.7 (*n* = 4)	0.0031

Miniature endplate potentials (MEPPs) were recorded from the left diaphragm of wild-type and *Rspo2*−/− mice at E18.5. Relative areas of the fifth and first compound muscle action potentials (CMAPs) at the 2-Hz stimulation of the sciatic nerve are indicated. Statistical significance (*p*) was calculated with the *t*-test. Mean and standard error of mean (SEM) are indicated.

**Table 3:** Neuromuscular junction (NMJ) phenotypes of R-spondin (*Rspo2)*, agrin (*Agrn)*, wnt4 (*Wnt4*), and β-catenin (*Ctnnb1)* deficient mice.

Knocked out gene	*Rspo2*	*Agrn*^54^	*Wnt4*^15^	*Ctnnb1*^18^
AChR clusters				
Size	↑	↓	↑	↑
Band width of AChR clusters	↑	↑	↑	↑
Basal lamina	Normal	Patchy	n.a.	Normal
Synapses				
Synaptic cleft	Widened	Widened	n.a.	Normal
Postsynaptic fold	↓	↓	n.a.	n.a.
Motor axons				
Terminal arborization	Increased branches	Increased branches	Increased branches	Decreased branches
Nerve terminals				
Number of active zones	↓	↓	n.a.	↓
Number of synaptic vesicles	↓	↓	n.a.	↓

n.a., not available.

# Supplementary material for: R-spondin 2 promotes acetylcholine receptor clustering at the neuromuscular junction via Lgr5
**Source:** Sci Rep. 2016 Jun 22;6:28512. doi: 10.1038/srep28512

R-spondin 2 promotes acetylcholine receptor clustering at the neuromuscular junction via Lgr5

Hiroaki Nakashima^{1,2,*}, Bisei Ohkawara^{1,*}, Shinsuke Ishigaki³, Takayasu Fukudome⁴, Kenyu Ito^{1,2}, Mikito Tsushima^{1,2}, Hiroyuki Konishi⁵, Tatsuya Okuno¹, Toshiro Yoshimura⁶, Mikako Ito¹, Akio Masuda¹, Gen Sobue³, Hiroshi Kiyama⁵, Naoki Ishiguro², Kinji Ohno¹

*These authors contributed equally to this work.

Supplemental Information

Materials and methods

***In situ* hybridization**

Sections (18 μ m) of the lumbar spinal cord of six-week-old C57BL/6J mouse were immediately fixed by 4% paraformaldehyde in DEPC-treated phosphate-buffered saline (PBS) for 20 min. The sections were incubated twice for 15 min in PBS with 0.1% DEPC, and equilibrated for 15 min in DEPC-treated 5 x SSC. The sections were then prehybridized for 2 h at 58°C, in the hybridization mixture (50% formamide, 5 x SSC, and 40 μ g/ml salmon sperm DNA). Mouse *Rspo2* cDNA spanning positions 1972 and 2539 was cloned into pGEM-T Easy vector (Promega). Digoxigenin-labeled antisense *Rspo2* RNA probe was synthesized using Roche DIG system. The probe was denatured for 5 min at 80°C and added to the hybridization mixture to a final concentration of 400 ng/ml. Each section was incubated with 20 μ l of the hybridization mixture at 58°C for 12 h. After the incubation, the sections were washed for 30 min in 2 x SSC at room temperature, 1 h in 2 $\times$ SSC at 65°C, and 1 h in 0.1 $\times$ SSC at 65°C. The sections were then equilibrated for 5 min in Buffer 1 (100 mM Tris-HCl pH 7.5 and 150 mM NaCl) and incubated for 2 h at room temperature with alkaline phosphatase-coupled anti-digoxigenin antibody (1:2000) in Buffer 1 containing 0.5% Blocking Reagent (Roche, cat. no. 1096176). The sections were washed twice for 15 min in Buffer 1, and were equilibrated for 5 min in Buffer 2 (Buffer 1 and 0.5% Blocking Reagent). The sections were incubated overnight in Buffer 3 (100 mM Tris-HCl pH 9.5, 5 M NaCl, and 1 M MgCl₂) with the NBT/BCIP Stock Solution (Roche), followed by washing with PBS. Microscopic images were analyzed with a SZX16 stereomicroscope (Olympus) fitted with a DP-70 camera (Olympus).

Quantitative RT-PCR of the spinal cord and the diaphragm muscle

Spinal cords and diaphragm muscles were harvested from E13.5, E18.5, and adult mice.

Total RNA was extracted using Trizol reagent (Invitrogen), and was reverse-transcribed by Oligo (dT)₂₀ Primer (Life Technologies) using ReverTra Ace reverse-transcriptase (Toyobo). cDNA levels were analyzed by qRT-PCR in triplicate using SYBR Premix Ex Taq (Takara) on LightCycler 480 (Roche). cDNA levels were normalized to *Gapdh*. The primer sequences are listed in Supplementary Table S2.

Staining of the spinal cord

The spinal cord of adult or E18.5 mice with vertebral bones were fixed with 4% paraformaldehyde at 4°C overnight, washed with PBS several times, removed with the bone tissues, and then treated with 10%, 15%, and 30% sucrose in PBS sequentially until the tissues sink to the bottom of a vial. Frozen sections of the spinal cord were fixed with acetone for 5 min on ice, washed with PBS several times, covered with Image-iT FX Signal Enhancer (Cell Signaling, #11932) for 30 min and then covered with PBS containing 5% horse serum for 30 min. For staining, the sections were incubated with rabbit anti-Islet1/2 antibody (1:100, Santa Cruz, sc30200), rabbit polyclonal anti-R-spondin 2 antibody (1:500, Abcam, ab73761), or goat polyclonal anti-choline acetyltransferase (ChAT) antibody (1:100, Millipore, AB143) overnight at 4°C in a humidified chamber. After repeated washes with PBS, sections of the E18.5 spinal cord stained for Islet1/2 were incubated with the goat anti-rabbit Alexa 488 secondary antibody (1:100, Molecular Probes, A21206). Sections of the adult spinal cord double-stained for Rspo2 and ChAT were incubated with biotinylated donkey anti-goat secondary antibody for ChAT (1:300, Vector Laboratory, BA9500) for 30 min, and then treated with a combination of the goat anti-rabbit Alexa 488 secondary antibody for Rspo2 (1:100, Molecular Probes, A21206) and streptavidin-conjugated Alexa 594 (1:1000, Invitrogen, S11227) for detecting ChAT for 1 h. Residual antibodies were removed with repeated washes in PBS-T. Finally, the sections were coverslipped with VectaShield mounting medium containing 1.5 µg/ml 4',6-diamidino-2-phenylindole (DAPI) (Vector Laboratories) and were visualized using an IX71 microscope (Olympus) or A1Rsi confocal microscope (Nikon). The Islet1/2-immunopositive SMNs were counted by two blinded observers and averaged.

AChR clustering assays

C2C12 myoblasts were seeded on a plate coated with collagen I (BD Biosciences) and treated with the lentivirus for 12 h. After differentiation, C2C12 myotubes were treated with doxycycline for 2 d to induce shRNA expression and then treated with Rspo2 protein, agrin protein or Rspo2-CM to induce AChR clusters for 12 h. Thirty min before fixation in 2% paraformaldehyde, the cells were incubated with 10 µg/ml Alexa594-conjugated α -bungarotoxin (Invitrogen) for 30 min to label AChR. Fluorescent images were observed under an Olympus XL71 fluorescence microscope and analyzed with MetaMorph software (Molecular Devices). The lengths of AChR clusters and myotubes were defined as the longest axes of Alexa594 signals and GFP signals, respectively, in the lentivirus-transfected cells. AChR clusters with an axis length of less than 4 µm were excluded from the total count of AChR clusters.

Expression vectors, luciferase reporter vectors, lentiviral vectors, and siRNAs

The full-length human *LRP4* cDNA (Open Biosystems) was cloned into the EcoRI site and the full-length human and mouse *LGR5* cDNA (Open Biosystems) was cloned into BamHI and NotI sites of the pcDNA3.1 mammalian expression vector (Invitrogen). The mouse *Musk* cDNA in pExpress-1 was purchased from Open Biosystems. ATF2-Luc to quantify the JNK signaling activity¹ and phRL-TK Renilla luciferase vector (Promega) were used for the luciferase reporter assay. The human full-length *MUSK* and full-length *LRP4* cDNA was subcloned into EcoRI and XbaI sites or EcoRI sites downstream of 3xFlag epitope of a mammalian expression vector p3xFlag-CMV-14 (Sigma Aldrich). For lentivirus vector expressing shRNA against *Lgr5*, double stranded oligonucleotides (sense, 5'-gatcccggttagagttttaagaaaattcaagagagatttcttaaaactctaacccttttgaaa-3' and antisense, 5'-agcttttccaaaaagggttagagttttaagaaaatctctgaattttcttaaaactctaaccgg-3' for shLgr5-3; sense, 5'-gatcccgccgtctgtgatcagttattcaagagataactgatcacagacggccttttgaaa-3' and antisense, 5'-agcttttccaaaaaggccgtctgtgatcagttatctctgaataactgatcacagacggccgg-3' for shLgr5-5, where the complementary nucleotides are underlined) were cloned into a lentiviral vector pLenti CMV GFP x2

DEST, which was kindly provided by Dr. Eric Campeau at the University of Massachusetts Medical School. For efficient secretion of Rspo2 into the culture medium, the human C-terminal-deleted *RSPO2* cDNA (amino acids 1-218) was cloned into APTag-5 (GenHunter) at the HindIII and SnaBI sites (Rspo2-mycAP). The clone carried the Igk-originated signal peptide upstream of the insert and the myc-tag/alkaline phosphatase downstream of the insert. Lack of PCR artifacts was verified by sequencing the entire inserts for all the clones. The extracellular domain of mouse Musk cDNA fused to a myc-tag and alkaline phosphatase (MuSKect-mycAP) was kindly provided by Dr. Lin Mei. The double stranded siRNA against human *LGR5* were: sense, 5'-gaaagaugcuggaauuuu-3' and antisense, 5'-aaacauuccagcaucuuu-3' for siLgr5-1; sense, 5'-gaacuaggauuucauagcatt-3' and antisense, 5'-ugcuaugaaauccuaguuctt-3' for siLgr5-2.

Cell cultures, transfections and preparation of conditioned medium (CM)

HEK293, L, and C2C12 cells were cultured in the Dulbecco's Modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS). Transfection was performed with Lipofectamine 2000 (Invitrogen) according to the manufacture's protocols. Lentivirus expressing shRNA was prepared as described by Campeau and colleagues². Briefly, HEK293 cells were plated in a 150-mm dish on the day before transfection. We introduced pLP1, pLP2, and pLP/VSVG plasmids (ViraPower Packaging Mix, Invitrogen) as well as pLenti vector into HEK293 cells with Lipofectamine 2000 according to the manufacturer's protocols. At 48 h and 96 h after transfection, we filtered the media containing the virus particles using the Millex-HV 0.45 µm PVDF filter (Millex). Viruses were concentrated in a Beckman SW28 rotor at 21,000 rpm for 2 h at 4°C and resuspended in 4 ml of Hank's Buffered Saline solution (HBS, Invitrogen). After the second ultracentrifugation in a Beckman 55Ti rotor at 21,000 rpm for 90 min, the viral pellet was resuspended in 100 µl of HBS. The lentivirus was added to the medium of L cells or C2C12 cells. After 48 h, we confirmed that more than 90% of cells were positive for GFP signals driven by CMV in pLenti. HEK293 cells were transfected with pEGFP-N1 (Clontech) to make control-CM or Rspo2-mycAP to make Rspo2-CM. The cells were cultured in 10% FBS/DMEM for L cells or

HEK293 cells, or in 2% horse serum/DMEM for C2C12 cells. The CM was harvested at 48 and 96 h after the transfection. Recombinant rat C-terminal agrin and recombinant Rspo2 were purchased from R&D systems.

Luciferase assays

HEK293 cells were transfected with ATF2-Luc and phRL-TK along with the *Musk* and *Lrp4* cDNAs. Cells were cultured for 24 h in the presence or absence of purified Rspo2 (100ng/ml) or/and agrin protein (10 ng/ml) in a 96-well plate. Cells were lysed with the passive lysis buffer (Promega) and assayed for the luciferase activity using the Dual luciferase system (Promega). Each experiment was done in triplicate.

Western blotting

Total or precipitated proteins were dissolved in 1x Laemmli buffer, separated on a 12.5%, 10% or 7.5% SDS-polyacrylamide gel, and transferred to a polyvinylidene fluoride membrane (Immobilon-P, Millipore). Membranes were washed in Tris-buffered saline containing 0.05% Tween 20 (TBS-T) and blocked for 1 h at room temperature in TBS-T with 3% bovine serum albumin. The membranes were incubated overnight at 4°C either with the mouse monoclonal anti-Flag M2 (Sigma-Aldrich, dilution 1:4000), anti-β-actin (Santa Cruz Biotechnology, sc-47778, dilution 1:200), anti-myc (Santa Cruz, sc-40, 1:1000), the rabbit polyclonal anti-Lgr5 (anti-GPCR GPR49, abcam, ab75732, 1:1000), anti-Transferrin (abcam, ab84036, 1:1000), goat polyclonal anti-MuSK (R&D, AF562, 1:1000), anti-phosphotyrosine antibody (4G10, Upstate, 1:1000), anti-Flag (Sigma, F1804, 1:4000), anti-rapsyn (abcam, ab156002, 1:1000) or anti-LRP4 (abcam, ab85697, 1:1000) antibody. The membranes were washed three times for 10 min with TBS-T and incubated with a secondary goat anti-mouse IgG antibody (GE Healthcare, NA931V, 1:6000), donkey anti-rabbit IgG antibody (GE Healthcare, NA9340V, 1:6000), or mouse anti-goat IgG (Santa Cruz Biotechnology, sc-2345, 1:6000) conjugated to horseradish peroxidase (HRP) for 1 h at room temperature. The blots were detected with the Amersham ECL Western blotting detection reagent (GE Healthcare) and quantified

with the ImageJ program (<http://imagej.nih.gov/ij/>).

Biotinylation of proteins on plasma membrane

C2C12 cells were cultured with or without recombinant Rspo2 protein (100 ng/ml, R&D systems) for 48 h. The cells were washed twice with PBS containing 1 mM MgCl₂ and 0.1 mM CaCl₂ (PBS/CM), followed by incubation with 0.5 mg/ml sulfo-NHS-SS-biotin (Pierce) in PBS/CM on ice for 30 min. The cells were then washed once with PBS/CM and incubated with 10 mM monoethanolamine for quenching free biotin. The cells were harvested with RIPA buffer (Pierce) after several washing with ice-cold PBS and the cell lysates were incubated with streptavidin sepharose beads (GE healthcare) to purify the biotinylated cell membrane proteins. Western blotting was performed as described above.

Protein preparation of muscle tissues in mice

The left diaphragm muscle in each mouse was dissected at E18.5 and crushed using the Multi-Beads Shocker (Yasui Kikai Corp.). The Minute Plasma Membrane isolation kit (Invitrogen Biotechnologies) was used to isolate total and plasma membrane protein fractions from the crushed muscles. All procedures were performed on ice and followed the manufacturer's protocols. Western blotting was performed as described above.

References

1. van der Sanden, M. H., Meems, H., Houweling, M., Helms, J. B. & Vaandrager, A. B. Induction of CCAAT/enhancer-binding protein (C/EBP)-homologous protein/growth arrest and DNA damage-inducible protein 153 expression during inhibition of phosphatidylcholine synthesis is mediated via activation of a C/EBP-activating transcription factor-responsive element. *J Biol Chem* **279**, 52007-52015 (2004).
2. Campeau, E. *et al.* A versatile viral system for expression and depletion of proteins in

mammalian cells. *PLoS One* **4**, e6529 (2009).

Legends for Supplementary Figures

Supplementary Figure S1. Expression and localization of *Rspo2* in the spinal cord and the muscle tissue

- (A) mRNAs expressed in SMNs and the posterior horn cells were analyzed by RNA-seq. Gene expression levels are indicated by the fragments per kilobase of exon per million mapped fragments (FPKM) generated by Cufflinks.
- (B) Immunostaining for *Rspo2* expressed in SMNs of adult spinal cord (green; upper image). Region in a white square is shown in lower panels. *Rspo2* and choline acetyltransferase (ChAT) are shown in green and red, respectively.
- (C) Localizations of *Rspo2* and AChR in a cross section of tibialis anterior muscle of wild-type (+/+) and *Rspo2*-deficient (-/-) mice at embryonic day (E) 18.5. AChR was stained with Alexa 594-conjugated α -bungarotoxin (red). *Rspo2* was stained with anti-*Rspo2* IgG (green). Anti-Flag IgG was used as a control. Arrows point to AChR clusters.

Supplementary Figure S2. *Rspo2* conditioned medium (CM) and purified *Rspo2* protein induce AChR clustering and phosphorylation of MuSK

- (A) Quantification of the additive effect of agrin and *Rspo2* on AChR clustering and myotube formation shown in Fig. 2C. Mean and SD are indicated (** $p < 0.01$ using the t -test, $n = 3$).
- (B) Quantification of the additive effect of agrin and *Rspo2* on MuSK phosphorylation shown in Fig. 2G. Values are normalized by that with 0.1 nM agrin. Mean and SD (** $p < 0.01$ using the t -test, $n = 3$) are indicated.
- (C) Quantification of the additive effect of agrin and *Rspo2* on rapsyn expression shown in Fig. 2H. Values are normalized by that with 0.1 nM agrin. Mean and SD (** $p < 0.01$ using the t -test, $n = 3$) are indicated.
- (D) Instead of using purified recombinant *Rspo2* in Fig. 3G, we used *Rspo2*-containing

conditioned medium (CM) and the other experimental conditions are identical to those of Fig. 3G. Mean and SD are indicated (** $p < 0.01$ by t -test, $n = 3$).

Supplementary Figure S3. Lgr5 and Wnt ligands are required for Rspo2-induced MuSK phosphorylation

- (A) Quantification of co-immunoprecipitated Lgr5 shown in Fig. 3B. Values are normalized to that of Rspo2. Mean and SD are indicated (** $p < 0.01$ by t -test, $n = 3$).
- (B) Quantification of co-immunoprecipitated Lgr5 shown in Fig. 3C. Values are normalized to that of Lgr5. Mean and SD are indicated (** $p < 0.01$ by t -test, $n = 3$).
- (C) RT-PCR to quantify the effects of siLgr5-1 and -2 on *LGR5* expression in HEK293 cells. Mean and SD are indicated (** $p < 0.01$ by t -test, $n = 3$).
- (D) Rescue experiments of Fig. 3C. HEK293 cells were transfected with ATF2-luciferase reporter, siRNA (siControl, siLgr5-1, or siLgr5-2), and mouse full-length *Lgr5* cDNA. Rspo2 (100 ng/ml) or BSA (100 ng/ml) was added to the medium and the relative luciferase activities (RLA) were measured at 48 h. RLA are normalized to that with BSA with siControl. Mean and SD are indicated (** $p < 0.01$ using the t -test, $n = 3$). Efficiencies of siLgr5-1 and siLgr5-2 are indicated in **B**.
- (E) RT-PCR to quantify the effects of lentivirus expressing shLgr5-3 and -5 on *Lgr5* expression in mouse fibroblast L cells. Mean and SD are indicated (** $p < 0.01$ by t -test, $n = 3$).
- (F) Quantification of phosphorylated MuSK induced by up- and down-regulation of Lgr5 shown in Fig. 3D. The ratio was normalized to that of shControl. Mean and SD (** $p < 0.01$ by t -test, $n = 3$) are indicated.
- (G) Western blotting to quantify the effects of lentivirus expressing shLgr5-3 and -5 on Lgr5 protein expression in C2C12 myotubes. Lower panel shows quantification of Lgr5 protein levels. The ratio was normalized to that with shControl. Mean and SD are indicated (** $p < 0.01$ by t -test, $n = 3$).

- (H) Quantification of the effect of Lgr5 knockdown on phosphorylated MuSK in agrin- or Rspo2-stimulated C2C12 myotubes shown in Fig.3E. The ratio was normalized to that of cells treated with 0.1 nM agrin and shControl. Mean and SD (** $p < 0.01$ by t -test, $n = 3$) are indicated.
- (I) IWP-2 (2 μ M) abrogates Rspo2-mediated MuSK phosphorylation in C2C12 myotubes. C2C12 myotubes were treated with 0.1 nM agrin or 0.1 nM Rspo2. Phosphorylated MuSK is detected as in Fig. 2E. The ratio of phosphorylated and total MuSK was normalized to that with 0.1 nM agrin. Mean and SD (** $p < 0.01$ by t -test, $n = 3$) are indicated.

Supplementary Figure S4. Membrane-bound LRP4 is stabilized in *Rspo2*^{-/-} mice

- (A-C) Western blotting of the indicated fractions of diaphragm muscles in wild-type (+/+), heterozygous *Rspo2*-knockout (+/-), and homozygous *Rspo2*-knockout (-/-) mice (A). Intensities of membrane-bound LRP4 (B) and MuSK (C) were normalized to that of transferrin receptor, and also to the ratio in wild-type mice (+/+). Mean and SD (** $p < 0.01$ by t -test, $n = 3$) are indicated.
- (D, E) Western blotting of C2C12 myotubes treated with purified Rspo2 (0.1 nM) for 48 h (D). After the incubation, membrane proteins are biotinylated and precipitated with streptavidin. (E) The ratio of plasma membrane to total LRP4, MuSK, Lgr5 and transferrin receptor proteins are normalized to those with BSA-treated control (BSA). Mean and SD (** $p < 0.01$ by t -test, $n = 3$) are indicated. The mean values are also shown in D.

Supplementary Figure S5. NMJs in diaphragm of *Rspo2*^{-/-} at E14.5 and E18.5 were innervated with neuronal axons.

- (A, B) Collapsed z-serial high-power field confocal images of the whole-mount staining of the left diaphragms (A) and blinded morphometric analysis of AChR clusters (B) of wild-type and *Rspo2*^{-/-} mice at E14.5. AChR is stained with Alexa546-conjugated α -bungarotoxin in red. Phrenic nerves and terminals are immunostained with anti-peripherin and

anti-synaptophysin antibodies, respectively, both in green. The intensity indicates the sum of intensity of AChRs divided by the number of NMJs. Perimeter indicates the circumference of continuous AChR clusters. Length is the longest axis of AChR cluster. Mean and SD ($n = 6$) are indicated. *** $p < 0.005$; * $p < 0.05$; and n.s., not significant by t -test.

- (C-E) Representative left diaphragms of wild-type and *Rspo2*^{-/-} at E18.5 (C) stained for phrenic nerve branches and terminals with anti-peripherin and anti-synaptophysin antibodies, respectively. An arrow and an arrowhead point to representative second and third branches, respectively. Blinded quantification of the length (D) and the number (E) of axonal branches in embryonic development.
- (F, G) Surface views of the left diaphragms isolated from wild-type and *Rspo2*^{-/-} mice at E18.5. AChR and neuronal axons were stained with Alexa546-conjugated α -bungarotoxin (red) and anti-peripherin antibody (green), respectively. The AChR clustering in *Rspo2*^{-/-} diaphragms were disseminated but innervated with motor neurons. G shows blinded quantification of the ratio of the NMJs terminated by an axon relative to total NMJs. Mean and SD ($n = 6$) are indicated. n.s., not significant by t -test.

Supplementary Figure S6. NMJs in diaphragm of *Rspo2*^{-/-} at E18.5 is compromised.

- (A) Low magnification images of the electron micrographs in Fig. 5J and K (indicated by red boxes). SV, synaptic vesicles; TS, terminal Schwann cell.
- (B) Additional representative electron micrographs, other than Fig. 5J and K, of the neuromuscular junctions (NMJs) in the diaphragm of wild-type and *Rspo2*^{-/-} mice at E18.5. The red two-headed arrow indicates a widened synaptic cleft in *Rspo2*^{-/-} mice. The closed arrowhead at wild-type endplate points to a postsynaptic fold. Blinded morphometric measurements are shown in Table 1. High magnifications of red boxes are shown in lower panels. Note bigger but fewer synaptic vesicles (red arrows) in *Rspo2*^{-/-} mice. SV, synaptic vesicles.

Supplemental Tables

Table S1. Mouse SMN-specific genes identified by laser capture microdissection followed by microarray analysis

Fold-change	High in SMNs	Low in SMNs	Total
≤ 2	4,430	3,270	7,700
> 2	2,014	3,006	5,020
> 10	164	286	450

Gene expression levels are compared between SMNs and posterior horn cells using the core dataset of Affymetrix Exon 1.0 ST array. 

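The core dataset is the part of the array that rests on well-annotated transcripts. The rows counted here were not chosen by that annotation. They are the rows of the deposited gene-level values that carried 1 gene symbol, so the sets of rows may differ. With the methods' t-test, unpaired and unadjusted at 0.05, on the 24343 transcript clusters with 1 gene symbol, 4753 were higher and 4161 lower in SMNs. Of these, 1599 were more than 2-fold higher and 1857 more than 2-fold lower, and 90 were more than 10-fold higher and 122 lower. After Benjamini-Hochberg adjustment of the same test, 2917 were higher and 2574 lower, of which 1196 and 1404 passed 2-fold and 84 and 108 passed 10-fold. With limma and the same adjustment, 3351 were higher and 3069 lower, and 1551 and 1814 of them were changed by more than 2-fold. These counts fell to 1493 and 1791 without SMN array 1, to 1544 and 1741 without SMN array 2, to 1681 and 1766 without SMN array 3, and to 1867 and 1931 with the replicate number as a block, before any fold threshold. Folds here are differences of mean log2 values, and with folds taken from arithmetic means of the intensities 97 and 125 passed 10-fold.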

Only genes with $p < 0.05$ by t -test ($n = 3$) are indicated.

Fold-change is a difference between the signal intensity of a gene in SMNs and that in poster horn cells. Fold-change is calculated to be no less than 1.0. The numbers of genes with the indicated fold-change value are shown. 

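Of 15 measured genes of the dorsal horn neuropeptide list, 7 were lower and 1 was higher in the SMN arrays (9 and 1 when adjusted over the list alone). The list also holds the receptor genes Tacr1, Grpr and Nmur2, and the 1 higher was Tacr1. Tac2, encoding neurokinin B, was 234-fold lower in SMNs and Npy 56.5-fold lower, while Tacr1, the substance P receptor, was 3.81-fold higher, a call lost when any SMN array was left out. Of 14 measured dorsal horn neuron genes, 8 were lower and 2 higher (9 and 2 when adjusted over the list alone), led by the transcription factors Ebf2 and Lbx1 at 299-fold and 132-fold lower (Lbx1 did not pass with exon-level medians), with Calb2 and Mafa higher at 3.76-fold and 1.66-fold (Mafa lost the call in 6 of 19 alternatives). Of 9 measured inhibitory interneuron genes, 4 were lower and none was higher (6 lower when adjusted over the list alone), and Gad2, a glutamate decarboxylase that makes GABA, was 25.9-fold lower. The other genes with the largest falls were C130021I20Rik (321-fold), Gpr101 (244-fold), Tunar (157-fold), Serpinb1b (130.3-fold), Tnni2, a fast skeletal muscle troponin (120.5-fold), Tmem215 (118-fold) and Camkv (114-fold). For most of these genes the SMN values lay near the floor of the table, so the size and order of the folds depend on the value added. With 16 added before the log2, Ebf2 was 70.1-fold, Lbx1 47.2-fold, Tac2 75.3-fold, Npy 31.0-fold, C130021I20Rik 77.2-fold, Gpr101 90.7-fold, Tunar 73.2-fold, Serpinb1b 82.0-fold, Tnni2 40.1-fold, Tmem215 28.2-fold and Camkv 61.8-fold lower. All 11 measured astrocyte genes and all 17 measured oligodendrocyte and myelin genes were lower, with median log2 fold changes of -1.52 and -0.87, as were 9 of 11 microglia genes and 8 of 13 endothelial and mural genes, with none higher (11, 17, 10 and 9 when adjusted over the list alone). Without SMN array 2, and likewise without SMN array 3, 9 of the oligodendrocyte genes and 5 of the endothelial genes passed. Slc1a3, an astrocyte glutamate transporter, was 6.90-fold lower, and Opalin, a myelin gene, 3.07-fold lower.
As sets against all other genes (limma camera, preset correlation 0.01, adjusted over the lists), the cholinergic (adjusted p = 5.4e-06), motor neuron identity (5.9e-05), astrocyte (1.7e-08) and oligodendrocyte (1.7e-08) lists shifted, each at adjusted p = 0.0493 with an estimated correlation. The shifts of these lists passed with the preset and not with the estimated correlation: neurofilament genes (adjusted p = 0.00325, and adjusted p = 0.0909 with an estimated correlation), dorsal horn neuropeptides (0.000196 and 0.0909), dorsal horn neuron genes (0.000859 and 0.0600), inhibitory interneuron genes (0.00259 and 0.0770), microglia genes (5.4e-06 and 0.0514) and endothelial genes (0.000167 and 0.0514).

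**Figure D2:**
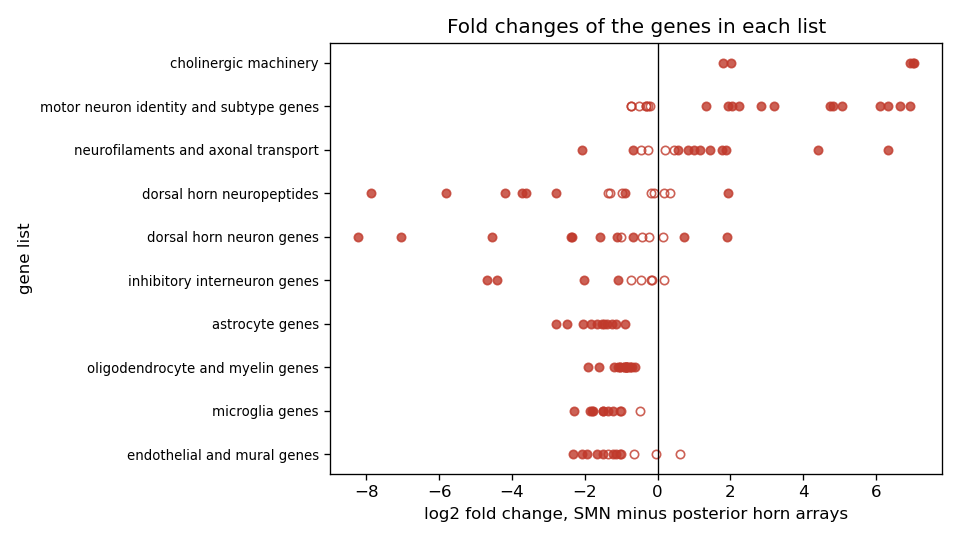
Log2 fold change (SMN minus posterior horn arrays, horizontal axis) of each measured gene in 10 gene lists (vertical axis), 3 arrays per group. Filled points passed an adjusted p of 0.05 and open points did not; astrocyte and oligodendrocyte genes all lie below 0 and cholinergic genes all above.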

The array data is deposited in the Gene Expression Omnibus (GEO) database with the accession number of GSE51122.

Table S2. Primer sequences for quantitative RT-PCR

Target genes	Forward primers	Reverse primers
mouse <i>Rspo2</i>	5'-ACCGATGGAGACGCAATAAG-3'	5'-CATCTGGACATTCATCAAAGCAGC-3'
mouse <i>Lgr5</i>	5'-GAGCGTTCGTAGGCAACCCTTCTC-3'	5'-GGTGGCAGTTCCTGTCAAGTGAGG-3'
human <i>LGR5</i>	5'-ATCTCATCTCTTCCTCAAA-3'	5'-CTTCTAATAGGTTGTAAGACA-3'
mouse <i>Gapdh</i>	5'-ACCCCTTCATTGACCTCAAC-3'	5'-TCCCGTTGATGACAAGCTTC-3'
human <i>GAPDH</i>	5'-TGCACCACCAACTGCTTAGC-3'	5'-GGCATGGACTGTGGTCATGAG-3'

Supplementary Figure S1

A

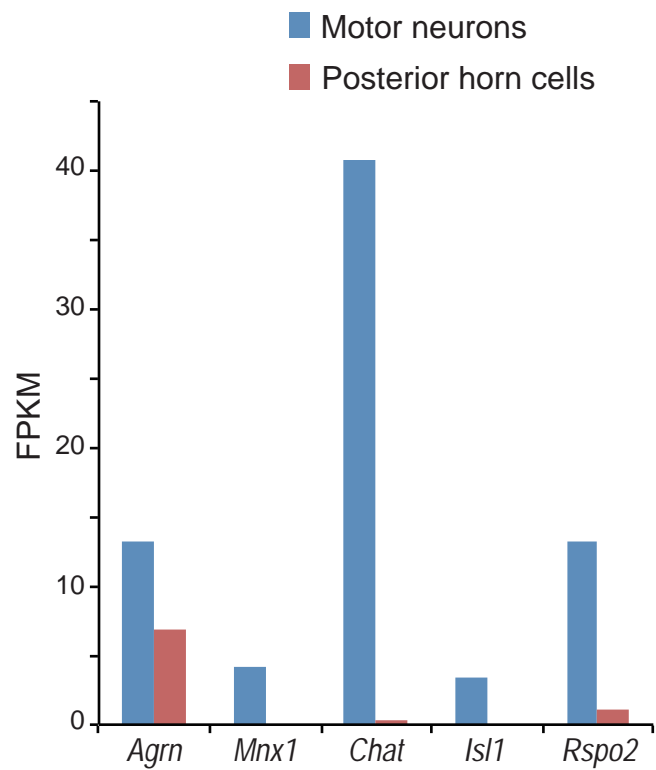

B

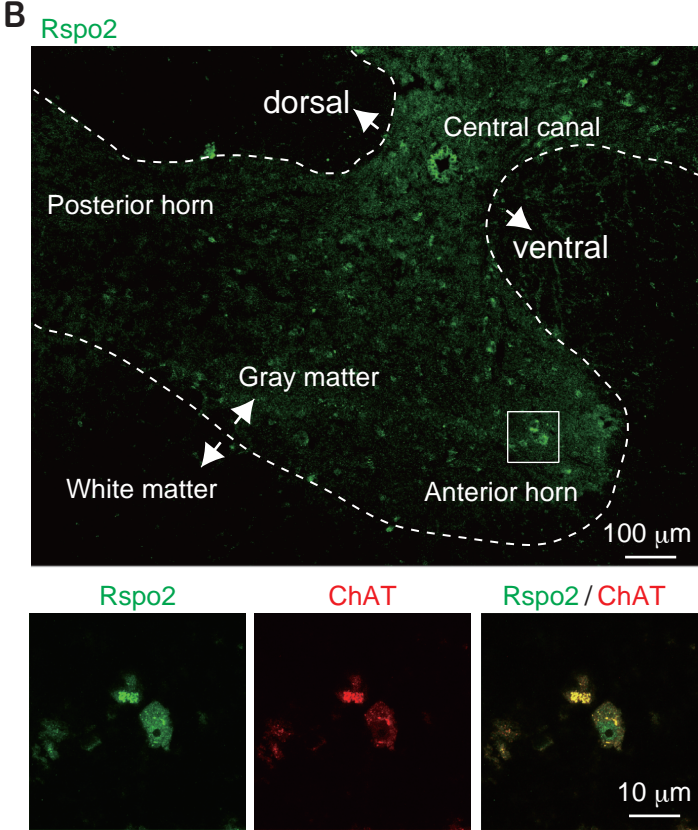

C

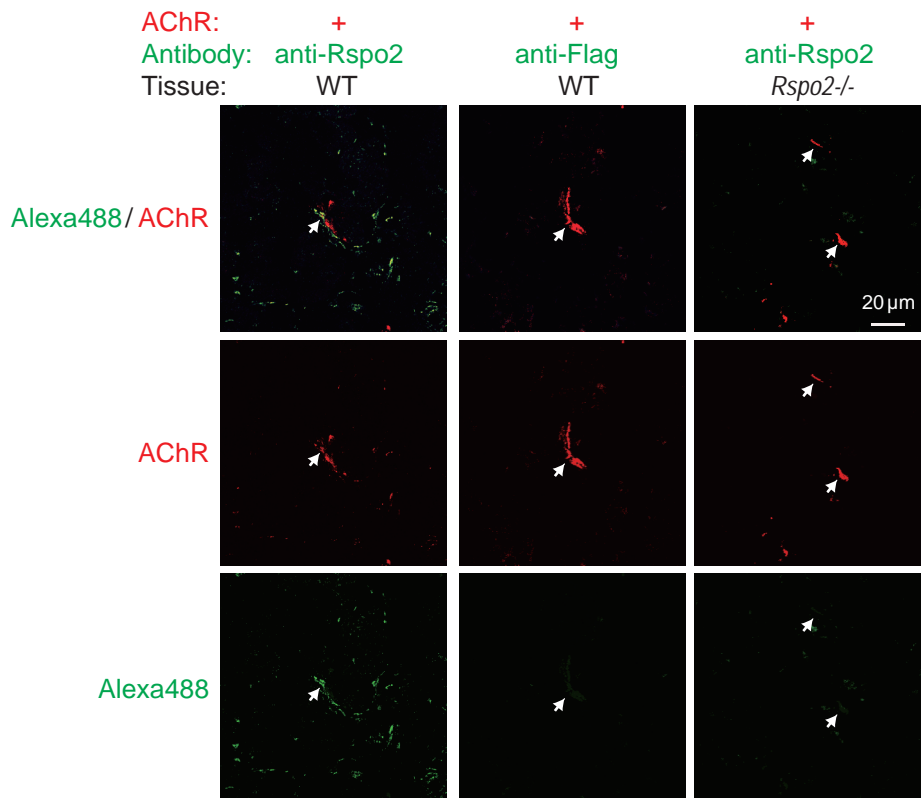

Supplementary Figure S2

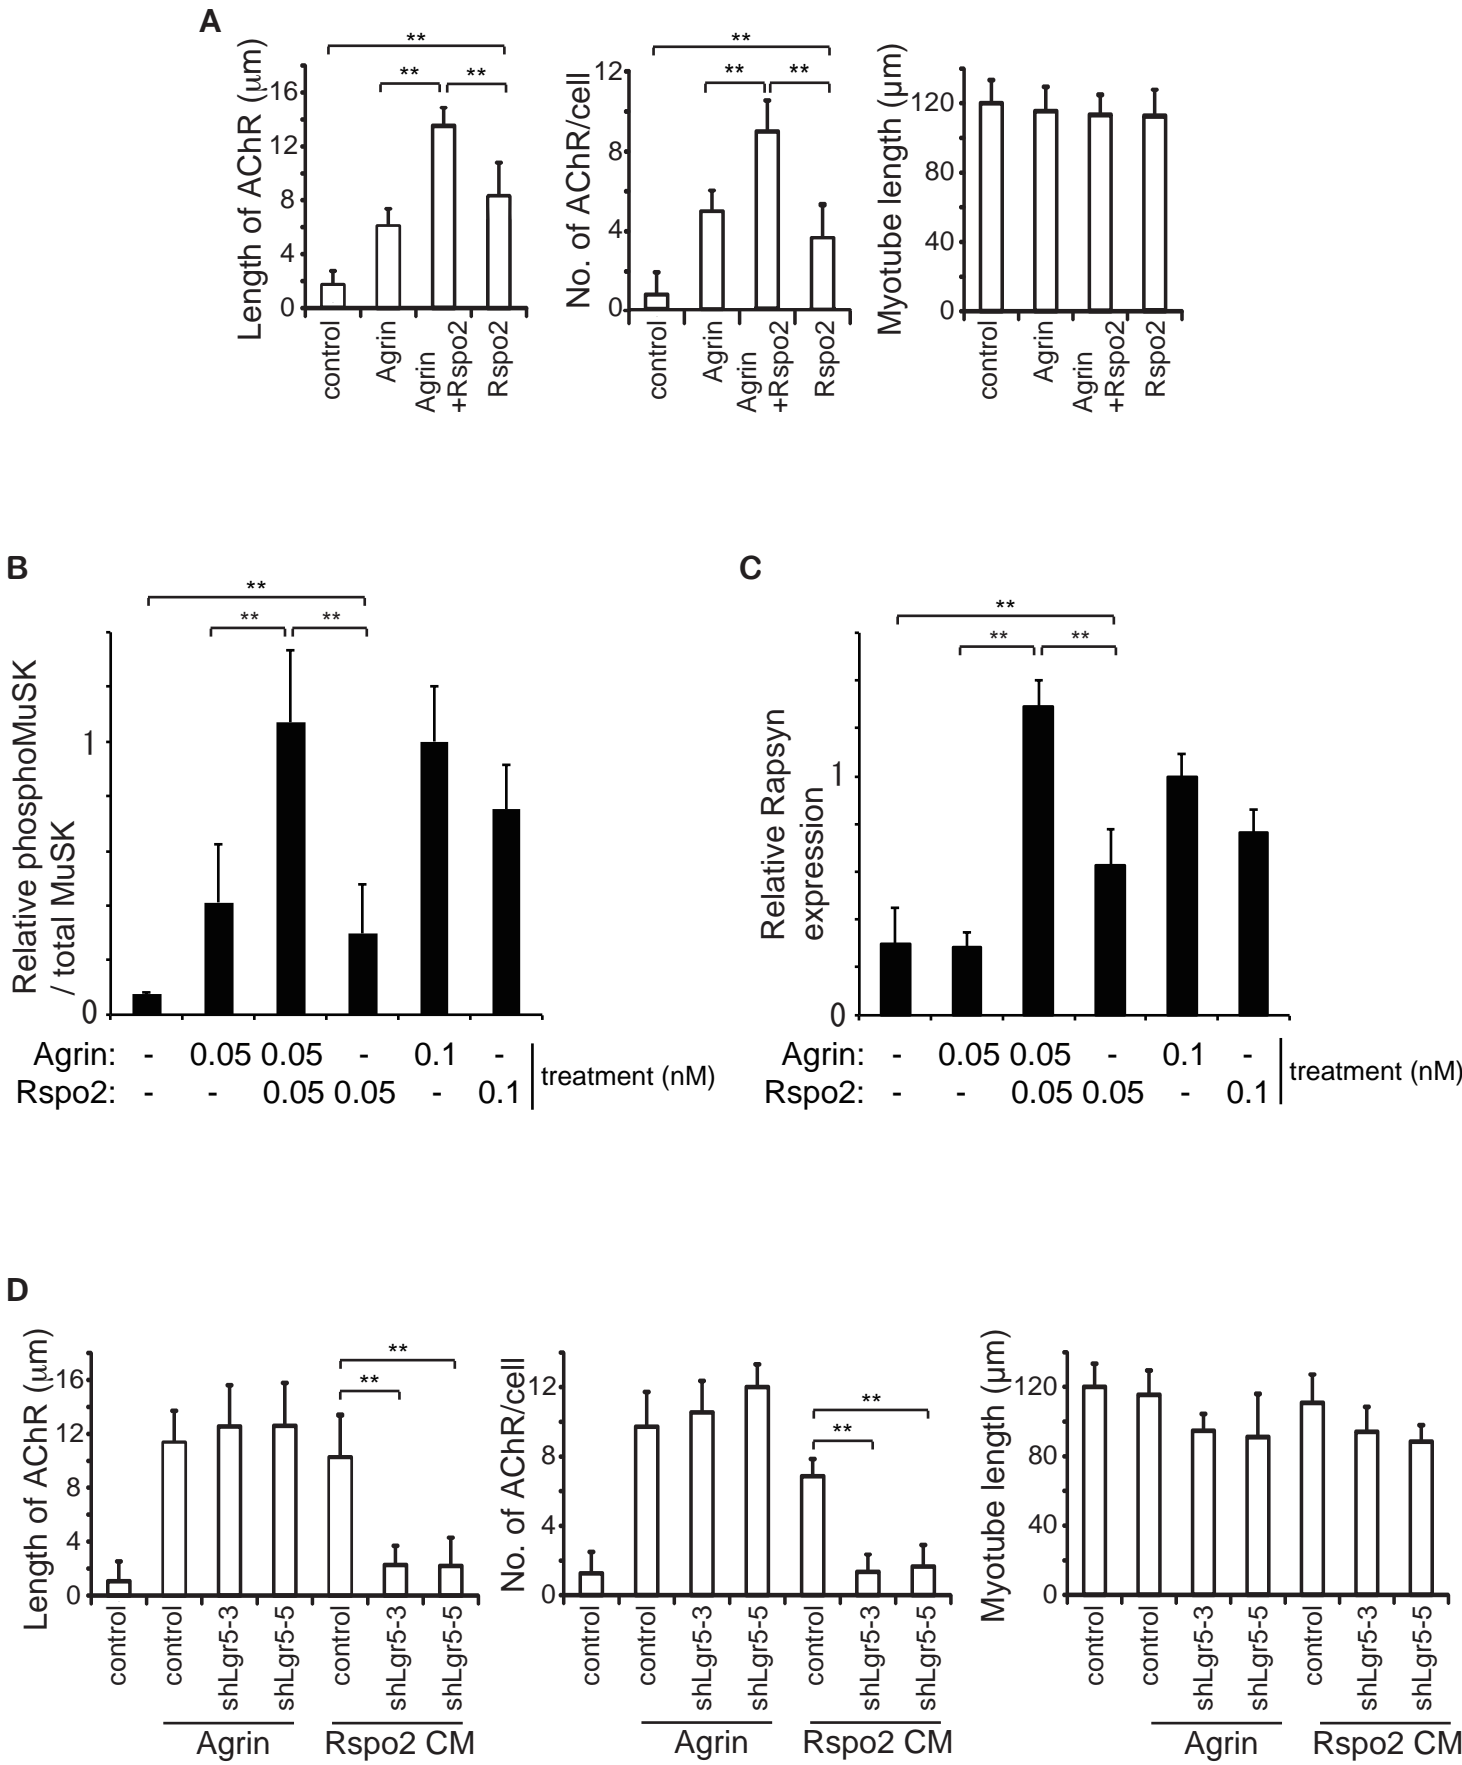

Supplementary Figure S3

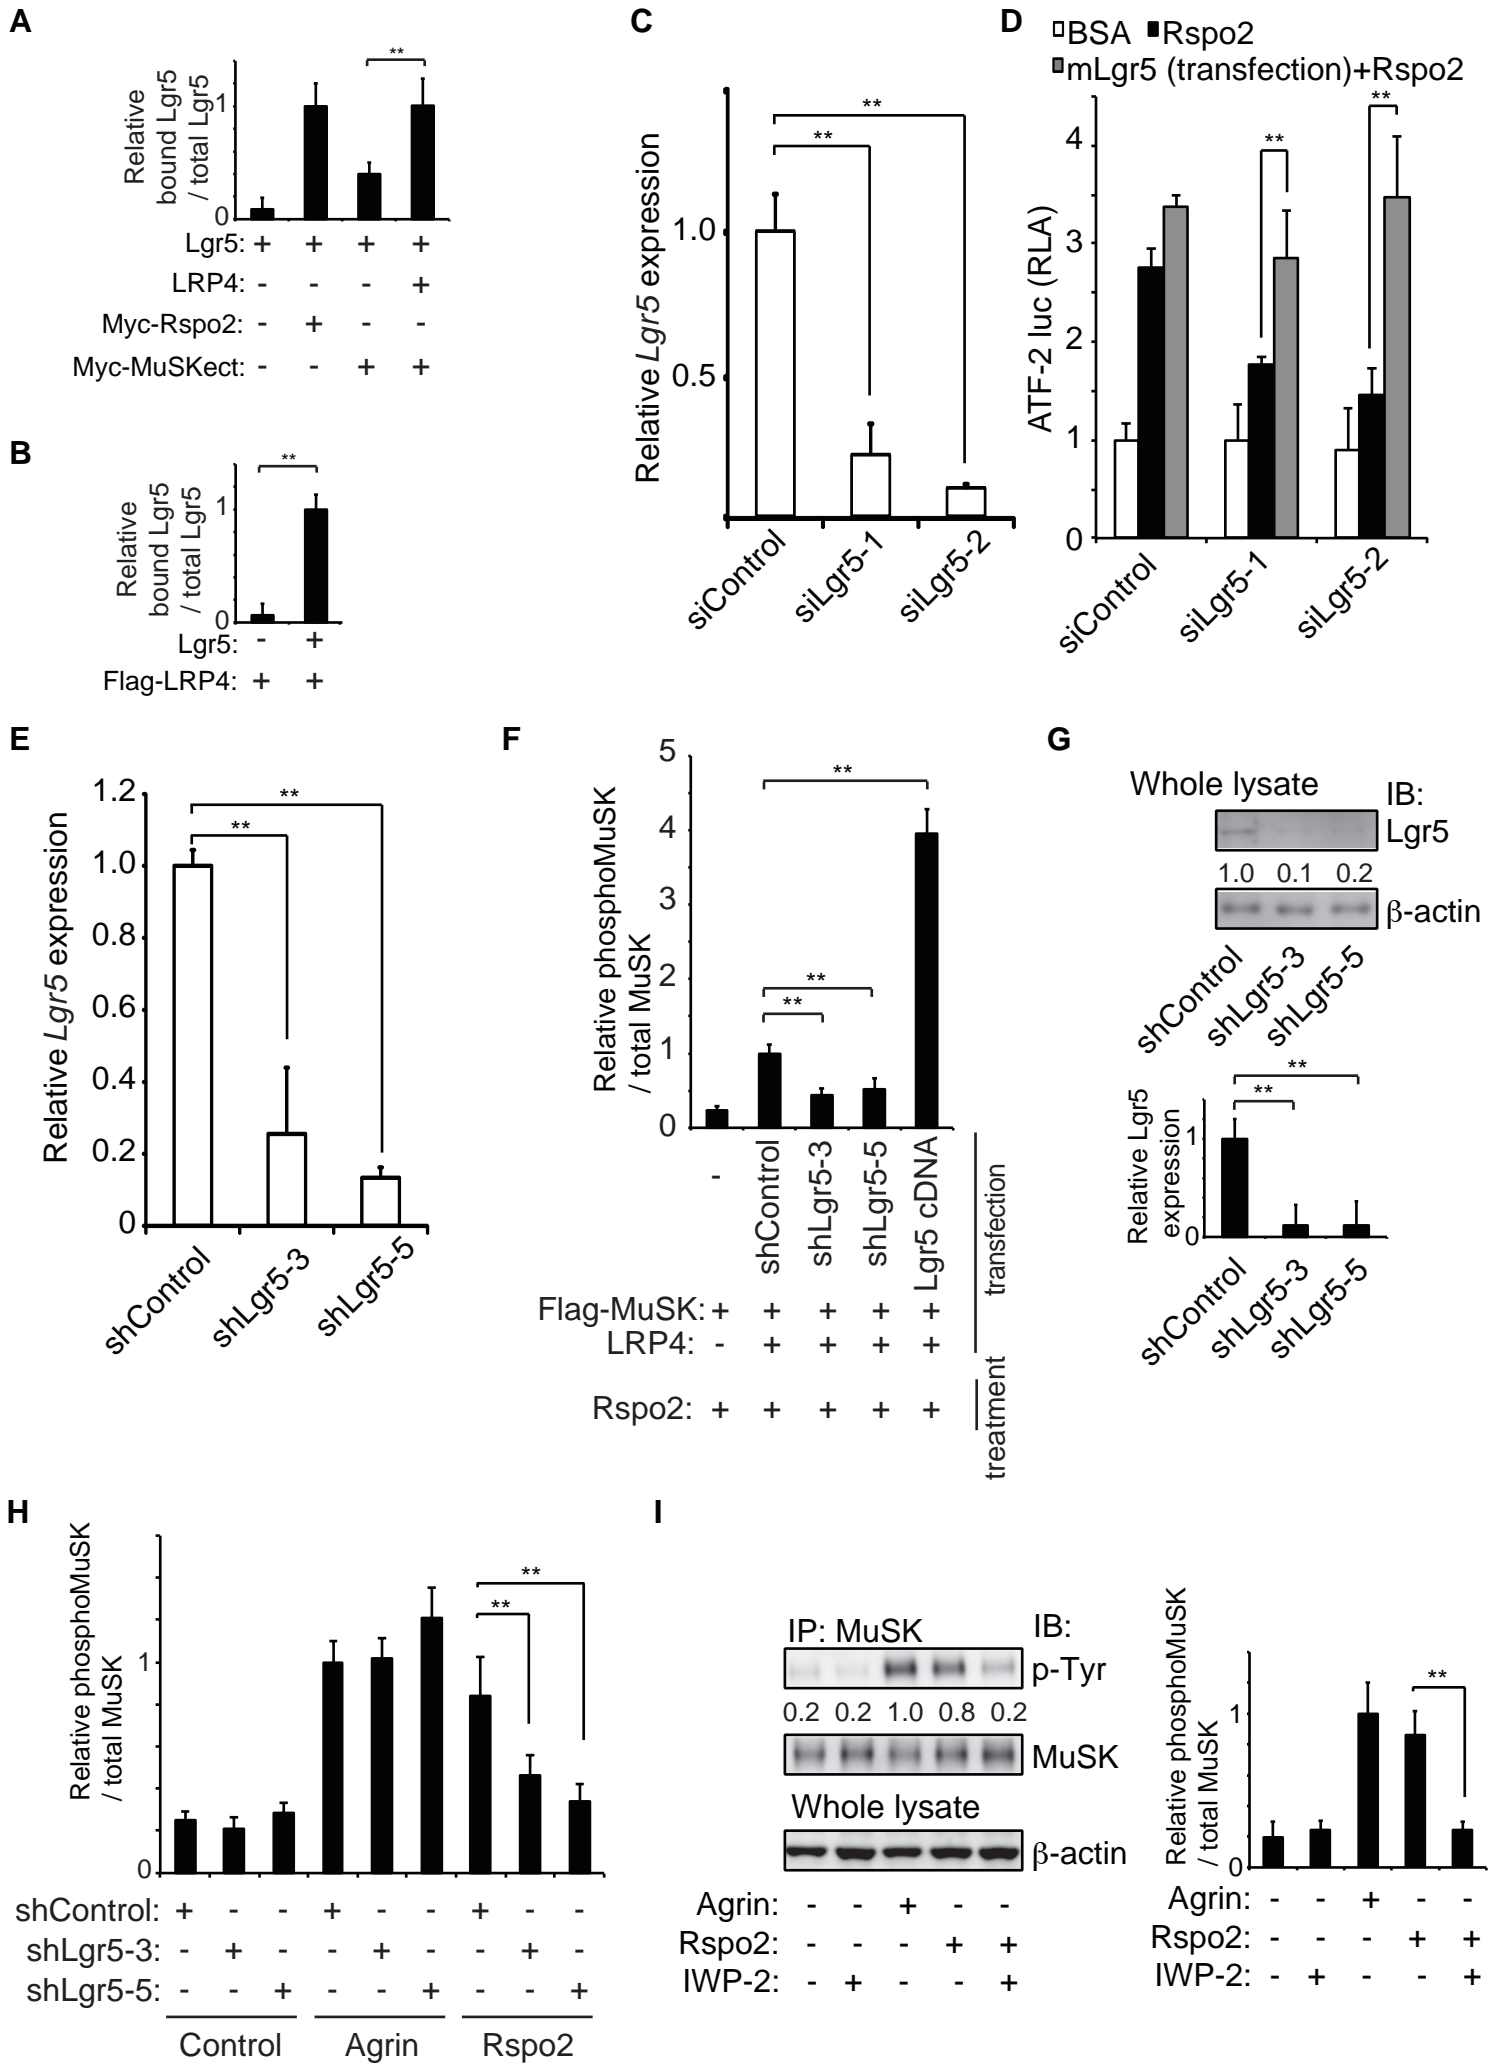

Supplementary Figure S4

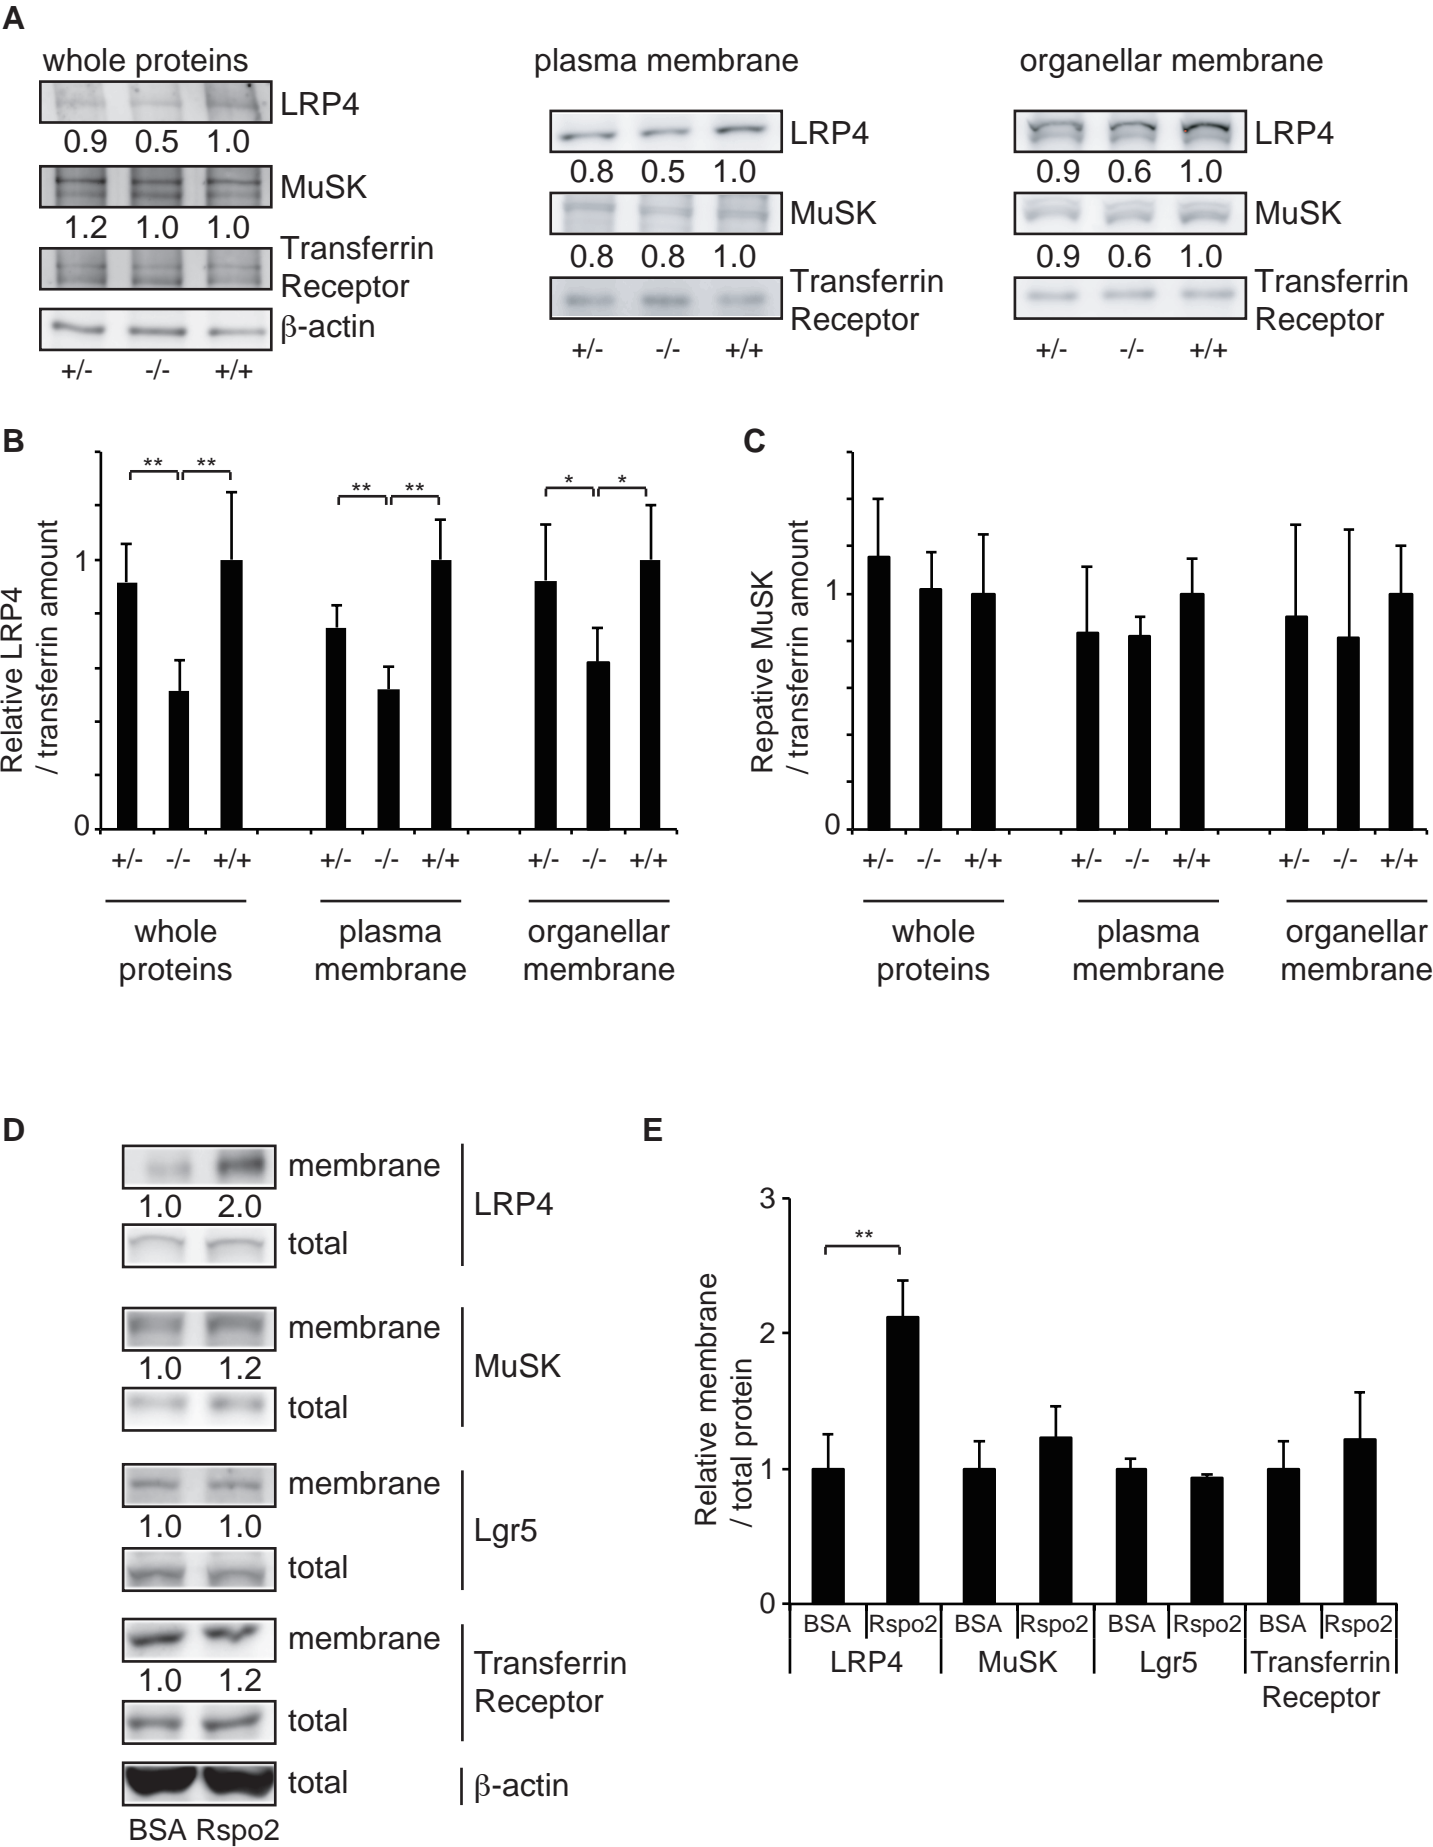

Supplementary Figure S5

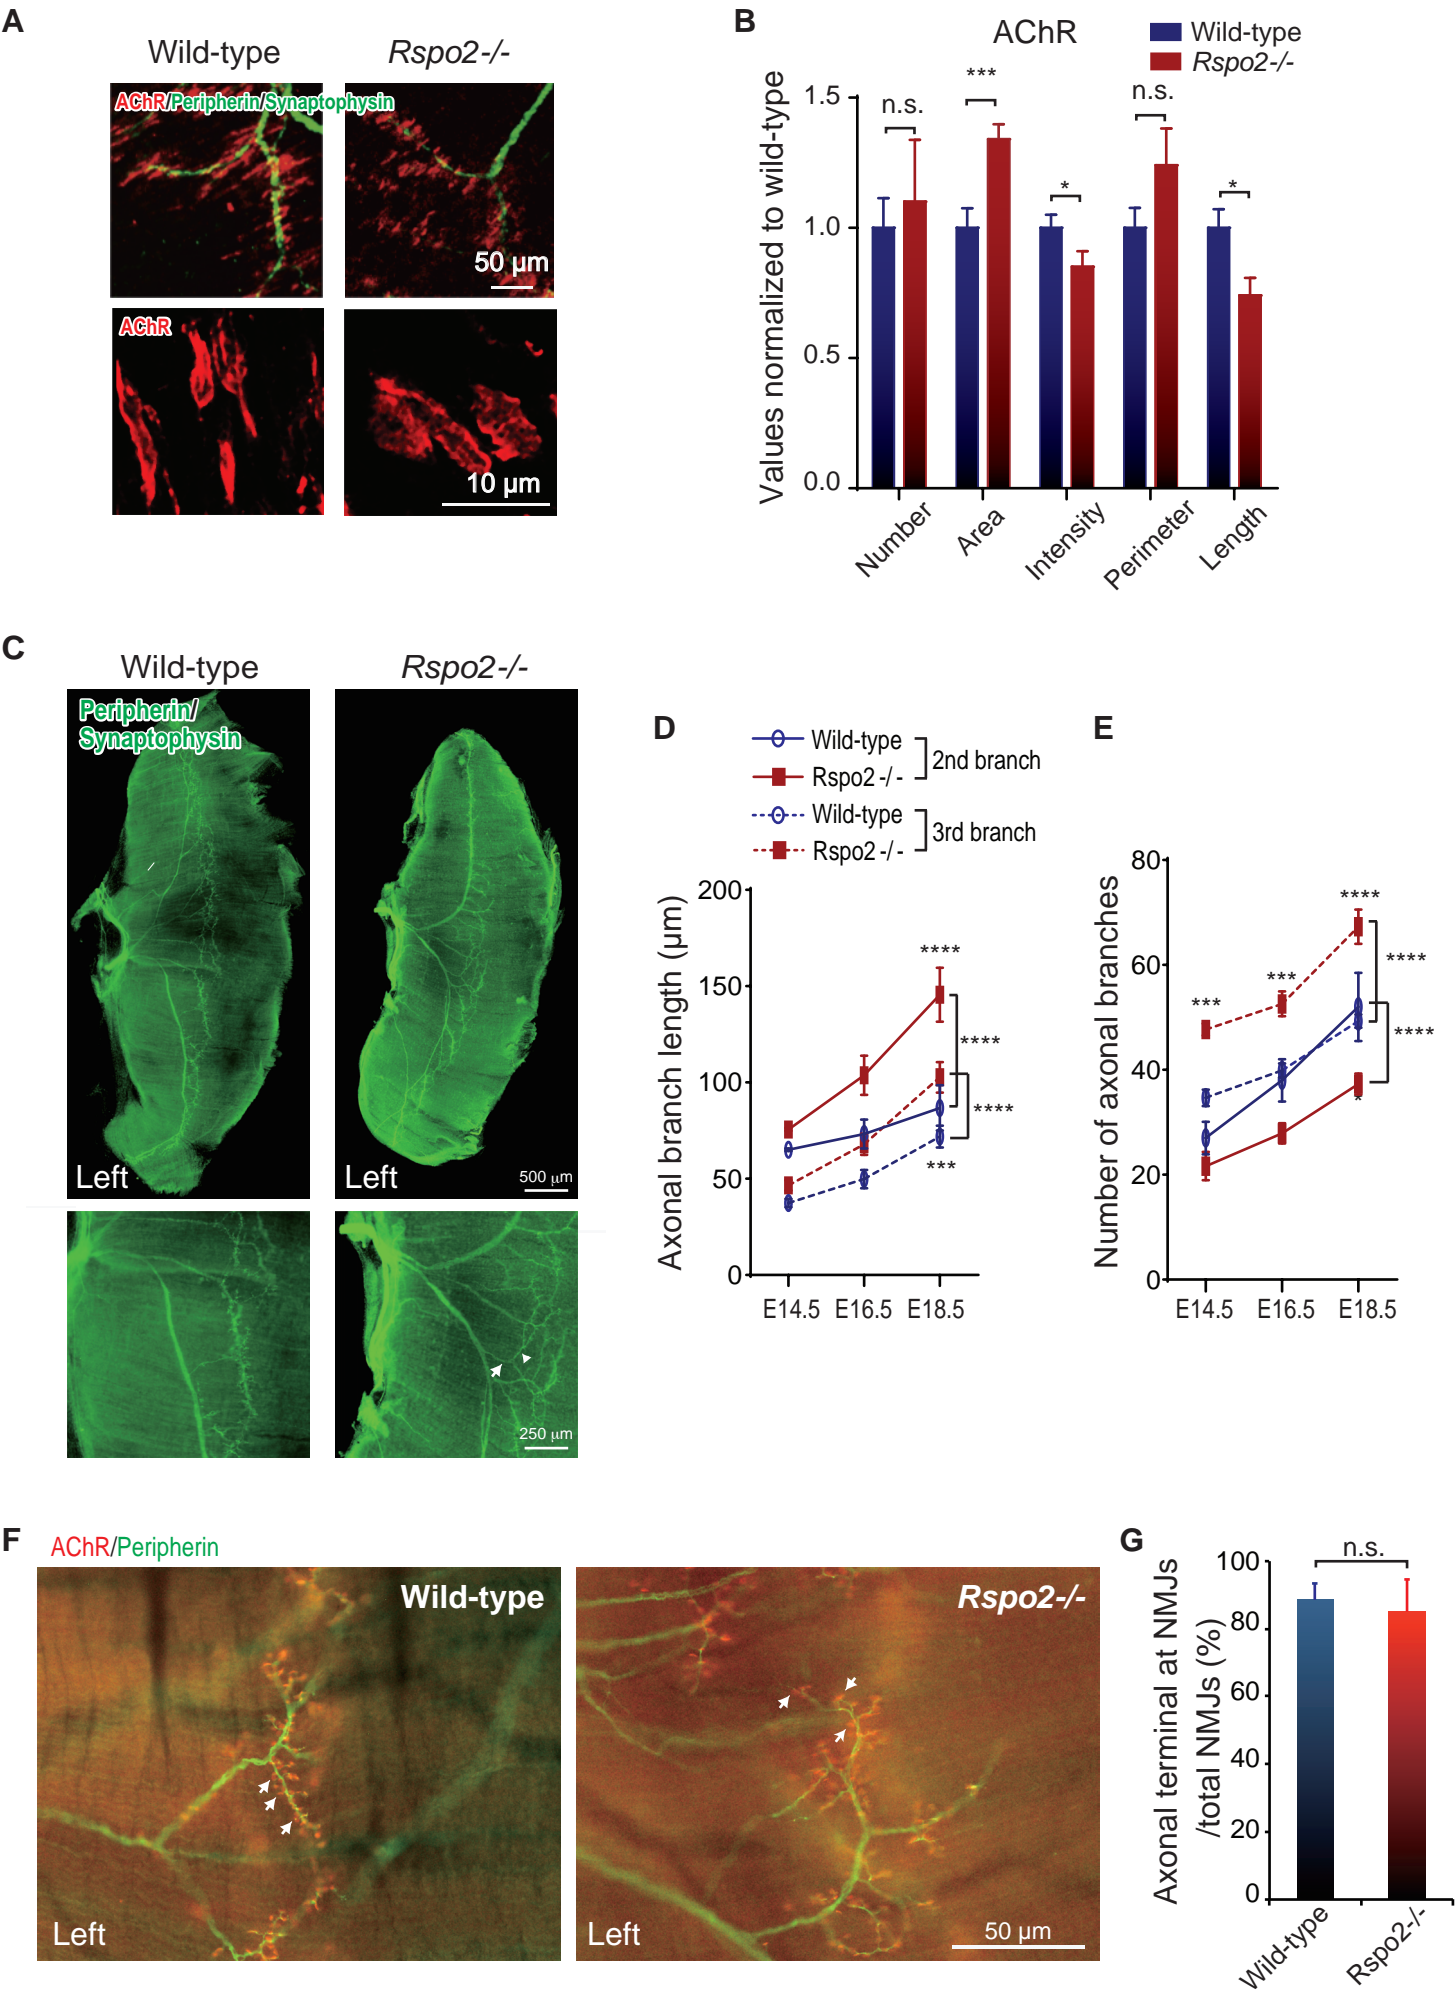

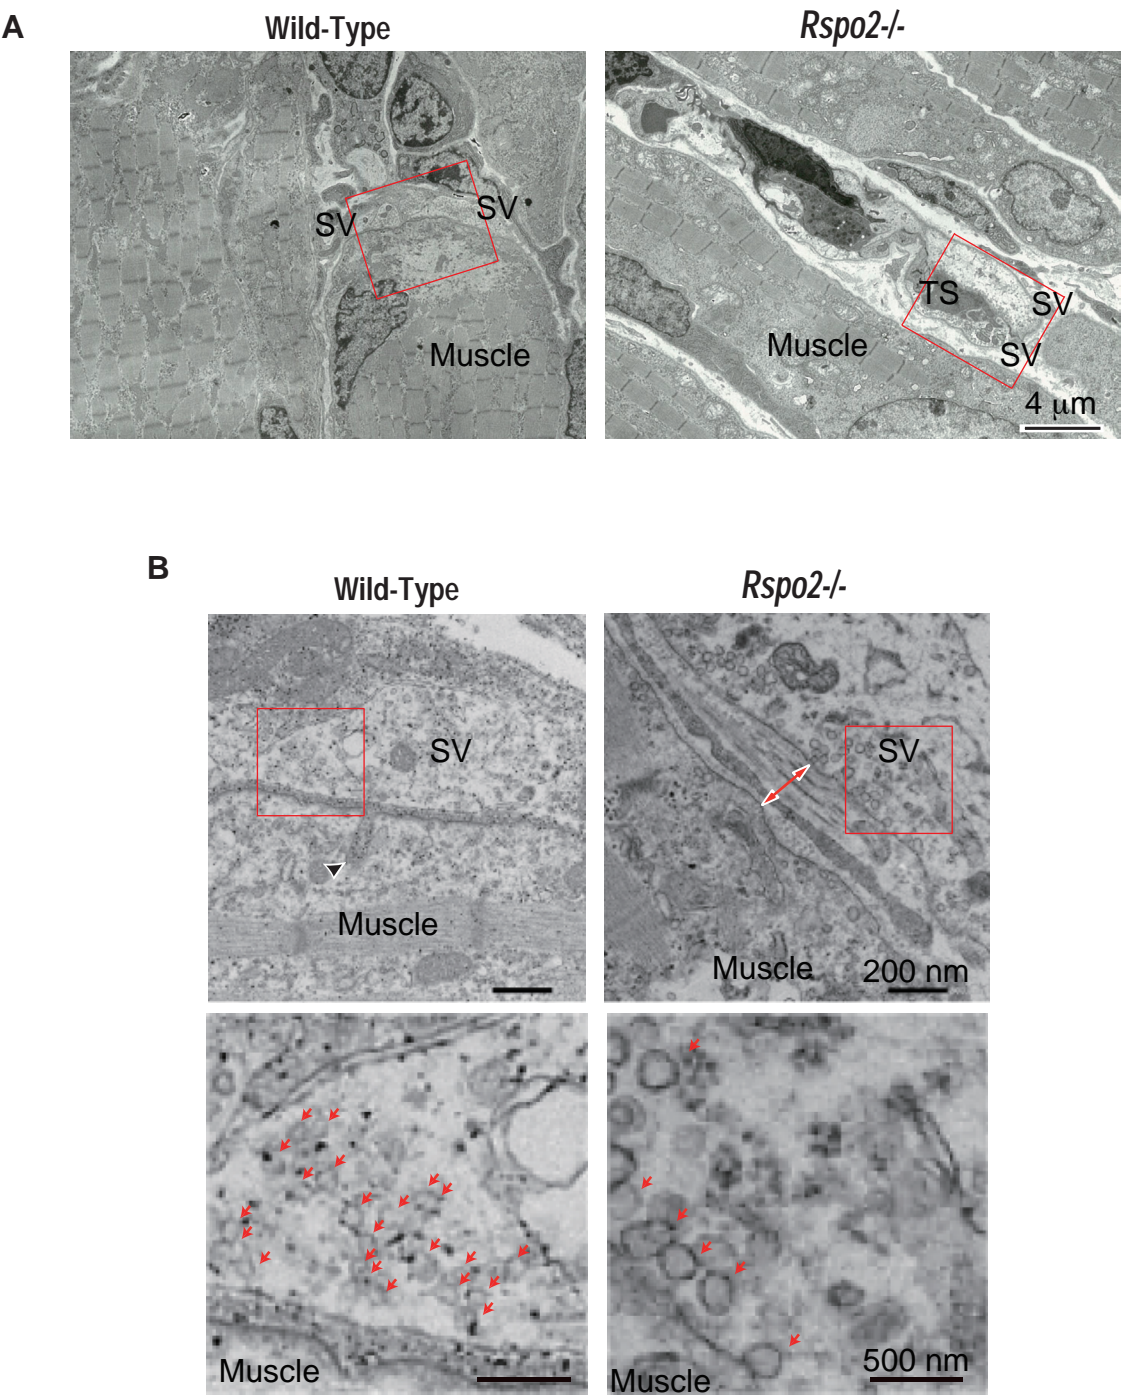

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

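Gene expression was measured in laser-dissected SMNs and in posterior horn areas of the mouse spinal cord, with 3 arrays per group. The authors deposited a gene-level table of linear intensities and an exon-level table of log2 values, made from the same 6 arrays with Affymetrix Expression Console 1.3.1.187; background correction, summarization and genome build are not given in the sources used here. Both deposited tables had similar medians in all arrays and were used with no further normalization. Because the gene-level values are intensities and not log2 values as had been assumed when the design was fixed, log2(intensity + 1) was taken first, as the design provided for that case.

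Transcript clusters and probesets were named from platform annotation tables. At the exon level, 319246 of 1195555 probesets carried 1 symbol, 7654 several, and 868655 were unnamed here. At the gene level, 23782 of 24343 rows had an Entrez identifier in the RefSeq gene table of GRCm38.p6, and 0 symbols differed. No coordinates are given, since the build of the arrays is not named. Some genes of the lists had no named transcript cluster and were left out.

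Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg), gene lists with limma camera at a preset correlation of 0.01 and again with an estimated correlation, with fry beside it, and exon-level probesets with limma and diffSplice. Of the lists that camera did not pass, fry passed the Wnt-related genes (adjusted p = 0.0302) and SMN markers (3.3e-06). It also passed the C-bouton (6.2e-05), primary sensory (0.0012), meningeal (0.00296) and neuromuscular junction lists (0.000435). It did not pass Wnt modulators (0.740), secreted ligands (0.0906) or immediate early genes (0.0532). The difference between Rspo2 and each of 42 other genes was fitted per array. There, limma's moderation used an infinite prior degrees of freedom, so the p-values are too small, and the methods' t-test on the same differences is given beside them. Exact permutation of 3 arrays against 3 cannot give a p below 0.1, and limma's p-values rest on the spread pooled across genes. The tests were tried on simulated data: at the gene level, with 24343 transcript clusters, 13 of 67 genes changed by 2-fold, 42 of 67 changed by 4-fold and 56 of 66 changed by 10-fold were recovered, and 10 of 121 calls were false. The real comparison gave 6420 calls, and the cut-off of the adjustment depends on the share of changed genes. The recovery in the simulation thus does not describe the real comparison.

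Before the data were examined, 23 gene lists (the genes of Fig. 1E, the SMN markers, cholinergic machinery, motor neuron identity, neurofilaments and axonal transport, C-bouton, familial motor neuron disease, inhibitory interneuron, dorsal horn neuropeptide, dorsal horn neuron, primary sensory, astrocyte, oligodendrocyte, microglia, endothelial, meningeal, Wnt modulator, intracellular Wnt, neuromuscular junction, secreted ligand, Hox, immediate early and blood genes), the alternatives and the rule for named genes were fixed. The rule took the genes that the study names from the array, the 10 genes with the largest rise and the 10 with the largest fall among those that passed with all SMN arrays on 1 side of all posterior horn arrays (10% of genes with no difference would be so separated), and from each list the 2 largest rises and 2 largest falls that passed, or its 2 brightest genes where none passed. The genes named by the study included Lgr4, Lgr5, Lgr6 and Musk. Fig. 1E had been seen by then. Alternatives were another normalization (median centring, quantile), a filter on dim rows, a floor of 16 or 16 added before the log2, a variance trend with robust estimation, the methods' t-test, a replicate block, leaving out each array in turn, all rows of the table, 1 row per symbol, folds from arithmetic means and unadjusted p-values. A pair was added after seeing the data: nothing added before the log2, and the median exon-level value per gene. The RNA-seq of the study was not analysed here.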

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

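None of the tests in this part was chosen after its result was seen, apart from the exon-level medians. The paper discusses the markers, the Wnt-related genes and the counts of the array. Outside those, 9 of the 10 genes with the largest rise in the SMN arrays were above the posterior horn arrays, which served as the control, on the log2 scale: Uts2 by 8.06, Lrrc63 by 7.04, Slc18a3 by 7.03, Slc5a7 by 6.94, Calcb by 6.93, Uts2b by 6.67, Prph by 6.34, Chodl by 6.11 and Vipr2 by 5.86 (limma). In every one of them all 3 SMN arrays were above all 3 posterior horn arrays, which the rule for naming them required. Posterior horn values of Uts2 and Lrrc63 lay near the floor of the table, and the order depends on the value added before the log2: with 16 added, Slc5a7 was above by 6.46, Slc18a3 by 6.36, Calcb and Uts2 by 6.17, Lrrc63 by 3.88 and Vipr2 by 5.05. Without single arrays Slc18a3 was above by 6.32 to 7.72. With exon-level medians per gene the 8 of these measured had log2 fold changes up to 6.30, in Slc5a7, and Lrrc63 had a log2 fold change of 0.20 and did not pass.

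Lgr5, which the paper studies as an Rspo2 receptor at the muscle, was itself higher in SMNs, by 1.698 on the log2 scale (standard error 0.15, adjusted p = 0.00144 from limma; higher in 3 of 3 SMN arrays), with intensities of 883 ± 44.4 and 272 ± 22.2 (SD, n = 3 each). Of 32 exon-level probesets named Lgr5, 13 were higher and none was lower. The paper reports no array value for it. The control was pieces of tissue, so this rise cannot be assigned to motor neurons as opposed to neurons in general.

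The exon-level values of the same arrays are not reported in the paper. Of 1195555 probesets, 6809 were higher and 7817 lower in SMNs at an adjusted p under 0.05 from limma, against 157308 at an unadjusted p under 0.05. The counts fell to 971 and 1445 without SMN array 1 and to 389 and 460 with the replicate number as a block, and rose to 14083 and 14575 with the dimmer 50% of probesets left out.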

How the results depend on the processing

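All alternatives except nothing added before the log2 and the exon-level medians per gene were set before the data were examined; those were chosen after. Rspo2 was higher in SMNs and ranked 1 of the 39 Wnt-related genes in every alternative (of 36 with the dimmest 25% of transcript clusters left out), with log2 fold changes from 3.42 to 4.12 when single arrays were left out and 1.62 with exon-level medians. Whether same-numbered arrays of the groups come from the same mice is not stated in the sources used here. Same-numbered arrays had correlations of deviations of 0.034, -0.0075 and 0.021, so no shared shift was visible, which does not settle whether they are paired. Calls of dim genes are limited by signal over background. With 16 added to each intensity, the counts moved for genes over 10-fold higher (56), genes over 10-fold lower (70). There, the number of members past the test moved for meningeal and fibroblast genes (4). With all rows of the table, the counts moved for genes higher (924), genes lower (1084), genes over 10-fold higher (174), genes over 10-fold lower (263), genes over 2-fold higher (924), genes over 2-fold lower (1084). There, the number of members past the test moved for C-bouton postsynaptic genes (2), Hox genes (5), Wnt secreted modulators and R-spondin receptors (1), Wnt-related genes of Fig. 1E (4), astrocyte genes (5), blood genes (0), dorsal horn neuropeptides (5), endothelial and mural genes (2), familial motor neuron disease genes (0), immediate early and heat shock genes (2), inhibitory interneuron genes (2), intracellular Wnt components (1), meningeal and fibroblast genes (1), microglia genes (1), neurofilaments and axonal transport (6), oligodendrocyte and myelin genes (2), secreted ligands (7). With the dimmer 50% of probesets left out, the counts moved for Rspo2 exon-level probesets higher (10), exon-level probesets higher (14083), exon-level probesets lower (14575). With the dimmest 25% of transcript clusters left out, the number of members past the test moved for meningeal and fibroblast genes (4). There, the median log2 fold change turned direction for neuromuscular junction constituents (-0.17). There, the call of the list's shift changed, at median log2 fold changes, for Wnt-related genes of Fig. 1E (-0.28), meningeal and fibroblast genes (-0.73), primary sensory neuron genes (0.63). With an estimated correlation, which leaves the medians as they are, the call of the list's shift changed, at median log2 fold changes, for Hox genes (-0.75), dorsal horn neuron genes (-1.06), dorsal horn neuropeptides (-1.30), endothelial and mural genes (-1.21), familial motor neuron disease genes (0.60), inhibitory interneuron genes (-0.74), intracellular Wnt components (-0.38), microglia genes (-1.49), neurofilaments and axonal transport (0.84). With exon-level medians per gene, the log2 fold change turned direction for Fzd1 (-0.35), Fzd10 (-0.091), Fzd2 (0.043), Fzd7 (0.0073), Lgr6 (0.050), Mnx1 (1.02), Rspo4 (-0.035), Sfrp5 (0.41), Wnt10a (0.35), Wnt10b (-0.074), Wnt11 (0.14), Wnt16 (0.29), Wnt3 (0.055), Wnt3a (0.11), Wnt4 (-0.26), Wnt5a (0.11), Wnt5b (0.10), Wnt6 (0.086), Wnt8b (0.079). There, limma's test of the pairs, whose p-values are too small, passed for the Rspo2 minus Isl1 difference (-1.82). There, the counts moved for genes higher (2203), genes lower (1545), genes over 10-fold higher (23), genes over 10-fold lower (22), genes over 2-fold higher (907), genes over 2-fold lower (791). There, the number of members past the test moved for Wnt secreted modulators and R-spondin receptors (4), Wnt-related genes of Fig. 1E (7), dorsal horn neuron genes (6), immediate early and heat shock genes (2), intracellular Wnt components (2), meningeal and fibroblast genes (1), microglia genes (5), oligodendrocyte and myelin genes (10). There, the median log2 fold change turned direction for neuromuscular junction constituents (-0.032). There, the call of the list's shift changed, at median log2 fold changes, for C-bouton postsynaptic genes (1.35), SMN markers of the study (2.07), intracellular Wnt components (-0.20), meningeal and fibroblast genes (-0.29), primary sensory neuron genes (0.17). With a floor of 16, the call of the list's shift changed, at median log2 fold changes, for Wnt-related genes of Fig. 1E (-0.26). With an intensity trend and robust variance, the number of members past the test moved for meningeal and fibroblast genes (4). There, the call of the list's shift changed, at median log2 fold changes, for C-bouton postsynaptic genes (1.36). With median centring, the number of members past the test moved for blood genes (0), intracellular Wnt components (2). There, the call of the list's shift changed, at median log2 fold changes, for familial motor neuron disease genes (0.63). With nothing added before the log2, limma's test of the pairs passed for the Rspo2 minus Isl1 difference (-0.98). With 1 row per gene symbol, the number of members past the test moved for meningeal and fibroblast genes (4). With quantile normalization, limma's test of the pairs passed for the Rspo2 minus Isl1 difference (-0.99). There, the call of the list's shift changed, at median log2 fold changes, for familial motor neuron disease genes (0.54). With the replicate number as a block, the counts moved for Rspo2 exon-level probesets higher (2), exon-level probesets higher (389), exon-level probesets lower (460), genes higher (1867), genes lower (1931). There, the number of members past the test moved for Hox genes (10), Wnt secreted modulators and R-spondin receptors (5), Wnt-related genes of Fig. 1E (7), familial motor neuron disease genes (4), intracellular Wnt components (1), oligodendrocyte and myelin genes (9). There, the call of the list's shift changed, at median log2 fold changes, for Wnt-related genes of Fig. 1E (-0.26), familial motor neuron disease genes (0.60). With the methods' t-test, Benjamini-Hochberg, the number of members past the test moved for blood genes (0), intracellular Wnt components (2). With the methods' t-test, unadjusted, the number of members past the test moved for intracellular Wnt components (7), meningeal and fibroblast genes (4). Leaving out 1 array at a time, log2 fold changes that turned direction ranged for Agrn from -0.080 to 0.54, Fzd1 from -0.20 to 0.18, Fzd10 from -0.052 to 0.22, Lgr6 from -0.61 to 0.062, Wnt10a from -0.28 to 0.13, Wnt10b from -0.16 to 0.23, Wnt16 from -0.60 to 0.065, Wnt3 from -0.35 to 0.022, Wnt3a from -0.39 to 0.035, Wnt6 from -0.41 to 0.20, Wnt9a from -0.26 to 0.26. Limma's test of the pairs passed in some of these for the Rspo2 minus Isl1 difference from -1.46 to -0.28. Counts ranged for Rspo2 exon-level probesets higher from 2 to 9, exon-level probesets higher from 971 to 3127, exon-level probesets lower from 1413 to 3419, genes higher from 1493 to 2893, genes lower from 1741 to 2592. Members past the test ranged for Hox genes from 9 to 14, Wnt secreted modulators and R-spondin receptors from 5 to 8, Wnt-related genes of Fig. 1E from 6 to 11, blood genes from 0 to 1, endothelial and mural genes from 5 to 8, familial motor neuron disease genes from 2 to 9, intracellular Wnt components from 1 to 3, oligodendrocyte and myelin genes from 9 to 15. Medians that turned direction ranged for neuromuscular junction constituents from -0.084 to 0.21, secreted ligands from -0.27 to 0.017. Medians of lists whose call changed ranged for SMN markers of the study from 2.21 to 2.72, Wnt-related genes of Fig. 1E from -0.33 to -0.17, familial motor neuron disease genes from 0.55 to 0.64, meningeal and fibroblast genes from -0.69 to -0.38. With all rows of the table more rows are tested, and without an array fewer arrays; for the other moves the cause was not tested. Of 76 named genes that passed, 53 of 74 measured kept the call with exon-level medians, 65 under the block and 46 with all rows of the table. The call was lost in this number of 19 alternatives: Alas2 8, Axin2 13, C1qb 2, Col1a2 2, Dkk3 1, Dync1h1 1, Egr1 1, Fos 7, Fzd7 8, Fzd9 8, Gad1 5, Hoxc9 11, Hoxd9 1, Igf1 2, Itgam 1, Kcnn3 13, Kif5a 5, Lbx1 1, Lgr4 1, Lrp1 5, Lrp6 2, Lrrc63 1, Mafa 6, Ncam1 3, Ndp 3, Rspo3 6, Sfrp5 2, Slco1a4 1, Tacr1 8, Tbk1 2, Ubqln2 7, Wnt5b 2, Wnt7b 6; in the other named genes that passed it was kept wherever they were measured.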

Differences from the paper's values

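The exon-level medians were chosen after the result was seen, and no other test of this part was. The counts of Supplementary Table S1 rest on an unadjusted t-test at 0.05 on the core dataset. Those here rest on limma with adjustment, on the transcript clusters with 1 gene symbol. The thresholds thus differ, and the sets of rows may differ too. For genes up to 2-fold, the paper's counts are 4430 high and 3270 low in SMNs, and those here are 1800 and 1255. Of the alternatives set before the data were examined, the unadjusted methods' t-test (3154 and 2304) and unadjusted limma p-values (3366 and 2529) came within 1.5 times, and the others did not. For genes over 2-fold low in SMNs, the paper's count is 3006 and the count here 1814; unadjusted limma p-values (2113) came within 1.5 times and the other alternatives did not. For genes over 10-fold, the paper's counts are 164 high and 286 low, and those here 90 and 122. With all rows of the table, unnamed ones included, the counts were 174 and 263, and no other alternative came within 1.5 times. With all rows, however, 0 high and 0 low genes were up to 2-fold. Over 2-fold there were 924 high and 1084 low, against 2014 and 3006 in the paper. The counts with all rows thus came within 1.5 times of the paper's at 10-fold only.

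In Fig. 1E, read by eye, the paper's fold for Mnx1 is about 2500, and here the transcript cluster named Mnx1 had 0.701. The paper's fold for Isl1 is about 56 in Fig. 1E, read by eye, against 26.9 here, and that for Fzd9 about 3.5 in Fig. 1E, read by eye, against 1.65. No alternative set before the data were examined closed these 3. The paper's fold for Rspo4 is about 2.3 in Fig. 1E, read by eye, against 1.40, which came within 1.5 times without SMN array 2 (1.54) and without posterior horn array 3 (1.703) and under no other alternative. The paper's fold for Fzd5 is about 2.2 in Fig. 1E, read by eye, against 1.43, which came within 1.5 times without SMN array 2 (1.63), posterior horn array 1 (1.55) or posterior horn array 2 (1.50) and under no other alternative.

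The paper ranks Mnx1, Chat and Isl1 above Rspo2 in SMN-specificity. Here Chat and Isl1 were above Rspo2 in log2 fold change, by 3.18 and 0.89, the latter not past the test, and the transcript cluster named Mnx1 was below it. With the median of its exon-level probesets, chosen after seeing the values, Mnx1 was higher in SMNs by 1.02 on the log2 scale, against 1.62 for Rspo2. Of the probesets, 6 of 8 for Mnx1 and 16 of 21 for Rspo2 did not pass, and such probesets enter the medians. For Chat too the median gave less, 3.12 against 7.05. The probeset of Mnx1 with the largest change, of 8, rose by 5.89 (adjusted p = 0.00123 from limma) from a posterior horn value near the floor. The largest rises of the 21 Rspo2 probesets were 4.60, which did not pass (adjusted p = 0.0561), and 4.52, which did. Neither such medians nor single extreme probesets set the order of Mnx1 and Rspo2, so the exon level leaves that order open.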

Other observations

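The tests on Mnx1 were chosen only after its result was seen; the muscle and Gad1 patterns were noticed in the values, and their tests were set before the deciding values were computed. Of 25 measured Hox genes, 4 were higher and 13 lower (4 and 14 when adjusted over the list alone). These genes set position along the cord. Hoxd9 was 16.6-fold higher in SMNs (log2 fold changes from 3.40 to 4.52 without single arrays, and 1.34 with exon-level medians) and Hoxc9 higher by 1.20 on the log2 scale (adjusted p = 0.0449 from limma, lost in 11 of 19 alternatives), while Hoxb9 and Hoxb8 were 55.0-fold and 24.8-fold lower (limma; as a set, camera adjusted p = 0.000604, and adjusted p = 0.0880 with an estimated correlation). The size of these falls varied: Hoxb9 was 35.8-fold lower with 16 added and had a log2 fold change of -1.77 with exon-level medians, and Hoxb8 had from -5.11 to -4.01 without single arrays and -2.94 with exon-level medians. The 17 calls of the list fell to 9 without SMN array 2 and to 10 without SMN array 1 or 3. Of 28 measured secreted ligands, 7 were higher and 5 lower (9 and 6 when adjusted over the list alone), with camera adjusted p = 0.821. Sema3a, a repulsive guidance cue, was 8.92-fold and Cartpt 6.84-fold higher, and Adcyap1, which encodes PACAP, was 24.9-fold and Igf1 3.79-fold lower. Of 17 measured Wnt secreted modulators and R-spondin receptors, 3 were higher and 6 lower (5 and 6 when adjusted over the list alone), with camera adjusted p = 0.759, with Dkk3 2.77-fold higher and Ndp, Sfrp5 and Lgr4 lower by 4.14-fold, 4.01-fold and 2.02-fold; Sfrp5 turned direction with exon-level medians. Of 13 measured intracellular Wnt components, 0 were higher and 4 lower (1 and 4 when adjusted over the list alone), with camera adjusted p = 0.0286, and adjusted p = 0.115 with an estimated correlation, with Tcf7l2 3.41-fold and Axin2 3.16-fold lower. Axin2 passed narrowly (adjusted p = 0.0484 from limma) and lost the call in 13 of 19 alternatives, and the 4 calls of the list fell to 1 when any SMN array was left out. All 11 astrocyte and all 17 oligodendrocyte genes measured were lower in the same comparison, so these falls cannot be assigned to a cell type.

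Of 4 measured C-bouton postsynaptic genes, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone), with camera adjusted p = 0.0543, with Chrm2, a muscarinic receptor, 3.74-fold and Nrg1 2.95-fold higher and Kcnn3 1.86-fold lower; the call of Kcnn3 (adjusted p = 0.0490 from limma) was lost in 13 of 19 alternatives. Of 15 measured familial motor neuron disease genes, 8 were higher and 1 lower (8 and 1 when adjusted over the list alone), with camera adjusted p = 0.0441, and adjusted p = 0.163 with an estimated correlation, with Tbk1 2.27-fold and Dync1h1 2.00-fold higher and Ubqln2 1.59-fold lower. The 9 calls of that list fell to 2, 3 and 4 without SMN array 1, 2 and 3, and to 4 with the replicate number as a block, and Ubqln2 lost the call in 7 of 19 alternatives. The shift of that list also lost its call with the block, median centring or quantile normalization. It was lost too without any 1 SMN array and without posterior horn array 3. All 11 astrocyte and all 17 oligodendrocyte genes measured were lower in the same comparison with pieces of tissue. The rises of C-bouton and disease genes thus cannot be assigned to motor neurons as opposed to neurons in general. Of 12 measured neuromuscular junction constituents, 2 were higher and 2 lower (2 and 2 when adjusted over the list alone), with camera adjusted p = 0.821, with Ncam1 1.90-fold lower. Of 11 measured immediate early and heat shock genes, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone), with camera adjusted p = 0.329, with Jun 3.18-fold and Fos 1.95-fold higher (the latter lost in 7 of 19 alternatives) and Egr1 5.85-fold lower. With exon-level medians Egr1 had a log2 fold change of -0.24 and did not pass. Of 9 measured primary sensory neuron genes, 3 were higher and 0 lower (3 and 0 when adjusted over the list alone), with camera adjusted p = 0.206. Those higher include Prph and Isl1, which motor neurons also express. That list was set because the raw files of the control arrays are named for sensory neurons. Of 8 measured meningeal and fibroblast genes, 0 were higher and 2 lower (0 and 4 when adjusted over the list alone), with camera adjusted p = 0.0553, with Pdgfra 3.79-fold and Col1a2 2.75-fold lower. Of the blood genes only Alas2 had a named transcript cluster, and it was 2.25-fold lower, a call lost in 8 of 19 alternatives. The SMN markers of the study as a set had camera adjusted p = 0.0686 (0.177 with an estimated correlation).

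Skeletal muscle genes were seen among those lower in SMNs, and a list of 28 was written before it was tested. Of 26 measured, 10 were lower in SMNs, 1 was higher and 15 did not pass (limma), a share of 38.5% that lies between the bounds of 25% and 75% set for skeletal muscle RNA in the posterior horn pieces, so that explanation stays open, as does an untested difference between the tissues. Tnnc2, Acta1, Tnnt3 and Ttn had log2 fold changes of -5.55, -6.22, -4.45 and -4.71, while Ckm (-0.38), Actn3 (-0.05) and Mb (-0.70), which are abundant in muscle, did not pass. With exon-level medians 15 of 28 were lower. The median posterior horn intensity of the list was 186.4, above the bound of 64, which argues against posterior horn values of the list near the floor of the table. It does not cover the SMN values, which lay near the floor for Acta1 (4.20) and Ttn (6.72). There the size of a fold depends on the value added. With exon-level medians Tnnc2, Acta1, Tnnt3 and Ttn had log2 fold changes of -3.59, -2.65, -2.34 and -1.20.

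The transcript cluster named Mnx1 was not higher in SMNs. The cholinergic list had a median log2 fold change of 6.94, which argues against exchanged labels of the SMN and posterior horn arrays. The log2 fold change of the cluster, -0.51, lay below that of the lowest probeset named Mnx1, -0.03, by 0.48, within 2 combined standard errors of 0.31. That combined error treats cluster and probeset as independent, though both come from the same arrays, and the probeset was picked as the lowest. The gap thus cannot decide whether unresponsive Mnx1 probesets outweighed responsive ones in the summary, which stays open. That the cluster holds probesets of other sequence stays open too: 0 probesets named Mnx1 were lower in SMNs, and the tables used here do not list which probesets a transcript cluster holds. No biological explanation was tested.

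Gad1 had intensities of 351.9, 27.7 and 313.9 in SMN arrays 1 to 3, 12 times lower in array 2 than the mean of the others. If inhibitory neurons or their RNA were in SMN arrays 1 and 3, at least 6 of the 8 other measured inhibitory interneuron genes were predicted to be lowest in array 2. Of the 8, 0 were. However, 5 of the 8 did not pass between the SMN and posterior horn arrays. Posterior horn RNA need not raise such genes, so the bound of 6 cannot decide the question. Gad2, which was lower in SMNs, had 168.2, 249.9 and 175.8 in the same arrays. It was thus highest in array 2 and did not follow Gad1. No biological explanation was tested.

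Of the 10 splits of the 6 arrays into 3 and 3, 1, the real split, had as many transcript clusters past an adjusted p of 0.05 (6420 from limma) and the highest of the others had 1. With 10 splits the share is never under 0.1, so they are too few for a share under 0.05.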
